# The transcriptional corepressor CtBP2 serves as a metabolite sensor orchestrating hepatic glucose and lipid homeostasis

**DOI:** 10.1038/s41467-021-26638-5

**Published:** 2021-11-02

**Authors:** Motohiro Sekiya, Kenta Kainoh, Takehito Sugasawa, Ryunosuke Yoshino, Takatsugu Hirokawa, Hiroaki Tokiwa, Shogo Nakano, Satoru Nagatoishi, Kouhei Tsumoto, Yoshinori Takeuchi, Takafumi Miyamoto, Takashi Matsuzaka, Hitoshi Shimano

**Keywords:** Transcription, Metabolic disorders, Metabolic diseases

## Abstract

Biological systems to sense and respond to metabolic perturbations are critical for the maintenance of cellular homeostasis. Here we describe a hepatic system in this context orchestrated by the transcriptional corepressor C-terminal binding protein 2 (CtBP2) that harbors metabolite-sensing capabilities. The repressor activity of CtBP2 is reciprocally regulated by NADH and acyl-CoAs. CtBP2 represses Forkhead box O1 (FoxO1)-mediated hepatic gluconeogenesis directly as well as Sterol Regulatory Element-Binding Protein 1 (SREBP1)-mediated lipogenesis indirectly. The activity of CtBP2 is markedly defective in obese liver reflecting the metabolic perturbations. Thus, liver-specific CtBP2 deletion promotes hepatic gluconeogenesis and accelerates the progression of steatohepatitis. Conversely, activation of CtBP2 ameliorates diabetes and hepatic steatosis in obesity. The structure-function relationships revealed in this study identify a critical structural domain called Rossmann fold, a metabolite-sensing pocket, that is susceptible to metabolic liabilities and potentially targetable for developing therapeutic approaches.

## Abstract (web summary)

Sensing of nutrient status coordinates the regulation of liver glucose and lipid metabolism, and is important for metabolic homeostasis. Here the authors report that transcriptional the corepressor CtBP2 can sense nutrient status and coordinate repression of liver glucose and lipid metabolism via Fox01 and SREBP1, respectively.

## Introduction

Metabolism is one of the fundamental biological processes in all living cells and organisms to maintain their energy balance, structural components, and integrity. Recently, numerous metabolic intermediates generated throughout the complex metabolic networks have emerged as multifunctional regulators orchestrating cellular homeostasis: epigenetic regulation, modulation of enzymatic activities, post-translational modification, and so forth^1,2^. This metabolite-driven system has been reported to influence a wide variety of biological processes and diseases. Aerobic glycolysis is a metabolic hallmark of cancer cells where the glycolytic metabolic intermediates evoke so-called metabolic reprogramming to further fuel cell growth and proliferation^3^. Cellular glycolysis and fatty acid oxidation determine the fate of polarization in immune cells^4^ as well as in intestinal epithelial cells^5^. Thus, the molecular link between metabolism and cellular response programs is of growing interest in various fields.

Among the metabolic abnormalities associated with obesity, unsuppressed gluconeogenesis in tandem with increased lipogenesis is a key metabolic feature observed specifically in the liver of obesity^6^. Potentiation of the insulin signaling, which most of current therapeutic approaches for diabetes rely on, suppresses gluconeogenesis at the expense of induction of lipogenesis that potentially aggravates hepatosteatosis, indicating lack of appropriate pharmacological target(s) to properly suppress both of these metabolic pathways. This therapeutic impasse may exist in part because this complex hepatic biology has been investigated mostly from hormonal signaling perspectives while metabolite-centered approaches remain premature. Among metabolic signatures associated with obesity, significant contributions of dysregulation of fatty acid homeostasis have been well established^7–11^. Unsuppressed adipose lipolysis, known to significantly contribute to excessive hepatic glucose production^12,13^, initiates this dysregulated fatty acid homeostasis by mobilizing fatty acids into circulation. Fatty acid influx into liver yields fatty acyl-CoAs as the first intermediates that have been shown to play multifaceted roles in physiological and pathological conditions^14,15^. The fatty acyl-CoAs are further metabolized to yield acetyl-CoA in mitochondria that activates pyruvate carboxylase to stimulate gluconeogenesis^16^. Considering the functional interdependence between fatty acid metabolism and NADH/NAD^+^ regulation^17^ and a role for NADH/NAD^+^ ratio associated with mitochondrial activity in hepatic glucose production^18,19^, pyridine dinucleotides may also be involved. These metabolic intermediates and their molecular targets would be of particular interest in understanding the dysregulation of hepatic glucose and lipid metabolism.

Through a structural pocket called Rossmann fold domain, the C-terminal binding proteins (CtBPs) can accommodate NADH/NAD^+^ with preferential binding affinity for NADH and serve as redox-sensing transcriptional corepressors^20,21^ albeit with some controversy regarding the discrimination between NADH and NAD^+^^22–25^. There are two isoforms, CtBP1 and CtBP2, and only CtBP2 has a nuclear localization signal localized in its N-terminal region. This implicates the function of CtBP2 designated and specialized for transcription^26^ while CtBP1, which lacks the nuclear localization signal, distributes throughout cells and non-transcriptional functions have also been attributed to CtBP1 (refs. ^27,28^). The global deficiency of CtBP2 manifests embryonic lethality while that of CtBP1 exhibits milder phenotype due to the developmental defects in both models^29^. In part because of this lethality, investigations focused on metabolism or in vivo function of CtBPs have not been previously described.

Here we identified a metabolic system orchestrated by CtBP2 in response to key metabolic intermediates that controls hepatic glucose and lipid metabolism. Our findings illustrate the involvement of this system in the pathogenesis of obesity that is targetable to develop therapeutic approaches.

## Results

### Unraveling CtBP2 cistrome leads to an identification of CtBP2/FoxO1 complex as a regulatory node of hepatic gluconeogenesis

Apart from the redox coupling, NADH functions as an intracellular energy carrier as well, and redox state is inseparably connected to cellular energy metabolism. Since our preliminary data obtained in the screening stage indicated a possible direct involvement of CtBP2 isoform rather than CtBP1 in hepatic glucose metabolism, we initiated our study to examine the potential biological roles of CtBP2 in the liver.

At first, we attempted to decipher the CtBP2 cistrome in normal liver tissues using chromatin immunoprecipitation (ChIP) followed by high-throughput DNA sequencing (ChIP-seq) since the global transcriptional landscape would provide clues to the molecular basis regulated by CtBP2 in an unbiased manner. The analysis of CtBP2-binding sites with transcriptional elements revealed that CtBP2 is more frequently recruited into transcriptional start site (TSS) although ChIP peaks are also observed on gene bodies of a certain set of genes (Supplementary Fig. 1a, b). Interestingly, NADH/NAD^+^ metabolism, redox reactions, and epigenetic gene regulation were ranked on the top of the gene ontology analysis (Fig. 1a), which is consistent with the reported functions of CtBP2. In line with our hypothesis, one of the metabolic pathways, fatty acid biosynthetic pathway, was also ranked in the list. Indeed, CtBP2 was recruited to genomic regions encoding fatty acid biosynthesis genes (Fig. 1b and Supplementary Fig. 1c). Intriguingly, CtBP2 was also recruited into genomic loci encoding gluconeogenetic genes and inflammatory genes, critical for the pathogenesis of metabolic diseases (Fig. 1b and Supplementary Fig. 1c). Since CtBP2 lacks a DNA-binding domain, it is postulated that CtBP2 regulates transcription through binding to transcription factors bound to genomic regions^21^, and a comprehensive understanding of its binding partners is critical to reveal the regulatory mechanisms of CtBP2. As a first step, we extracted consensus motifs from ChIP-seq peaks and found 25 motifs with *e*-values of less than 1.0e−04 (most of these motifs are shown as boxed sequence logos in Fig. 1c and Supplementary Fig. 1d). To find candidate transcription factors bound to CtBP2, we further compared these motifs against databases of known motifs. In agreement with the occupancy of CtBP2 in metabolic genes involved in hepatic gluconeogenesis and lipogenesis, the list of candidate transcription factors contained master regulators for both pathways, Forkhead box O1 (FoxO1)^30,31^, sterol regulatory element-binding protein1 (SREBF1, SREBP1)^32^, and MLX interacting protein-like (MLXIPL or carbohydrate responsive element-binding protein, ChREBP) (Fig. 1c and Supplementary Fig. 1d)^33^ although none of these transcription factors have been reported as binding partners for CtBP2. The list of transcription factors contains other transcription factors previously reported to directly bind to CtBP2 such as KLF4 (ref. ^34^) and E2F7 (ref. ^35^) or indirect binding partners such as GATA family transcription factors^35^ with higher *e*-values for direct binding partners, ensuring reliability of our analysis (Supplementary Fig. 1d). Intriguingly, we could find a putative CtBP interaction site, Pro-x-Asp-Leu motif^21^, in the C-terminus of FoxO1 protein (Supplementary Fig. 2a, b) whereas the amino acid sequences of SREBP1 and ChREBP lack this CtBP-binding motif. Together with the *e*-values for these transcription factors, CtBP2 may bind to FoxO1 directly and to SREBP1 and/or ChREBP indirectly. Indeed, reciprocal co-immunoprecipitation experiments demonstrated the presence of an endogenous CtBPs/FoxO1 complex in primary hepatocytes (Supplementary Fig. 2c). Notably, mutation or deletion of the PSDL motif identified in FoxO1 specifically reduced the interaction between CtBP2 and FoxO1 but did not diminish interactions between CtBP1 and FoxO1 or another FoxO1-binding partner, β-catenin, in HEK293 cells (Fig. 1d and Supplementary Fig. 2d, e), indicating that CtBP2 directly and specifically binds to FoxO1 through its PSDL motif whereas CtBP1 may bind to FoxO1 indirectly or through other interaction site(s).

**Fig. 1:**
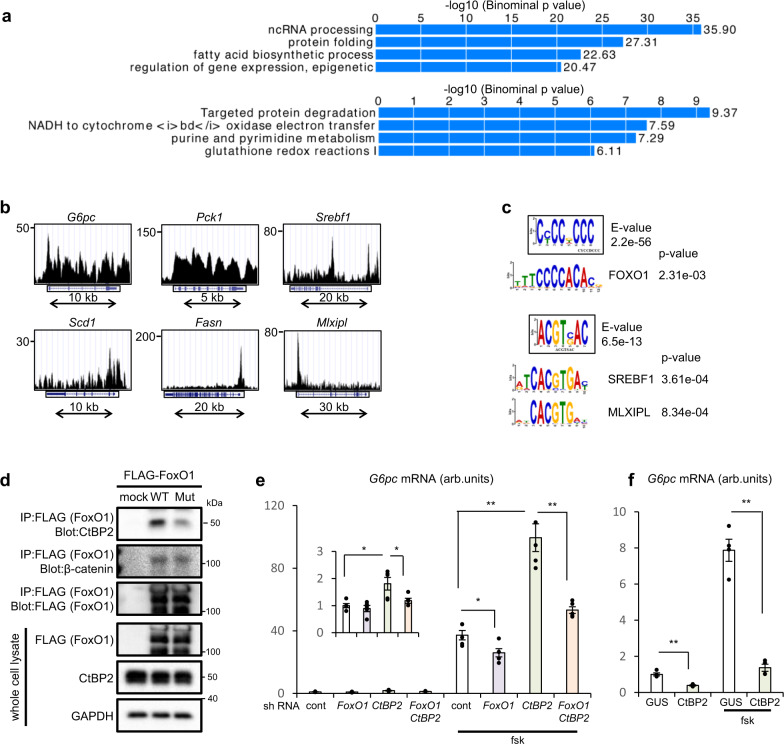
Unraveling CtBP2 cistrome leads to an identification of CtBP2/FoxO1 complex. **a**–**c** CtBP2 ChIP-seq analysis in normal mouse liver tissues (6-h fasted). **a** Gene ontology analysis. Upper: biological process, lower: BioCyc pathway. **b** ChIP-seq peaks at representative metabolic gene loci. **c** Motif analysis of CtBP2 binding sites. The motifs enclosed by a rectangle are CtBP2-binding motifs enriched in the ChIP-seq. Prediction of known transcription factors targeted by CtBP2 based on sequence similarity is shown below. The statistical evaluation was performed based on the specific algorithm^85^. **d** Mutation of the PSDL motif in FoxO1(Mut: PSDL > PSAS) diminishes CtBP2/FoxO1 interaction in HEK293 cells. **e**, **f** Primary hepatocytes were stimulated with vehicle or 2 μM forskolin (fsk) after knockdown (**e**) or overexpression (**f**) of CtBP2. **e** The effect of CtBP2 and/or FoxO1 knockdown on *G6pc* expression (*n* = 5, biologically independent cells). The *y*-axis scale is expanded in the inset to show the data in the absence of fsk. The *p* values are as follows: 0.011 for sh-cont vs sh-*CtBP2*, 0.036 for sh-*CtBP2* vs sh-*FoxO1*, 0.022 for sh-cont/fsk vs sh-*FoxO1*/fsk, 1.6 × 10^−4^ for sh-cont/fsk vs sh-*CtBP2*/fsk, 9.4 × 10^−4^ for sh-*CtBP2*/fsk vs sh-*FoxO1*/*CtBP2*/fsk. **f** *G6pc* expression following CtBP2 overexpression (*n* = 4, biologically independent cells). The *p* values are as follows: 5.6 × 10^−4^ for GUS vs CtBP2, 5.6 × 10^−5^ for GUS/fsk vs CtBP2/fsk. Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

We validated that the gluconeogenic transcriptional program was indeed regulated by the corepressor CtBP2. Suppression of *CtBP2* increased the expression of *G6pc* (Fig. 1e and Supplementary Fig. 2f, g) in primary hepatocytes, and this effect was enhanced in the presence of forskolin, an activator of cAMP-generating systems. Furthermore, the induction of these genes following *CtBP2* suppression was prevented by simultaneous suppression of *FoxO1* (Fig. 1e). In line with these findings, *CtBP2* suppression resulted in activation of the Forkhead response element (FHRE) luciferase reporter (Supplementary Fig. 2h). Conversely, cells with exogenous CtBP2 expression (Supplementary Fig. 2i) showed reduced *G6pc* expression at baseline and robust suppression of the forskolin-induced increase in *G6pc* (Fig. 1f) mRNA levels compared to cells expressing a control gene (β-glucuronidase, GUS) as well as FHRE luciferase reporter activity (Supplementary Fig. 2j). These data indicate that CtBP2 suppresses FoxO1 to repress gluconeogenic transcriptional programs.

### CtBP2 is a metabolite sensor responding to NADH and fatty acyl-CoAs

Next, we investigated the previously reported redox-sensing function of CtBP2. Increasing concentrations of NADH promoted the formation of CtBP2/FoxO1 complex (Fig. 2a), proving evidence linking this gluconeogenic regulatory node to cellular redox state. Although CtBPs have not been previously investigated as a fatty acyl-CoA sensor, several lines of evidence prompted us to test this possibility: (1) our ChIP-seq data indicated CtBP2 could be tightly connected to fatty acid biosynthetic pathway, (2) the Rossmann fold proteins bind to adenosine^36^, a structural component shared by NADH/NAD^+^ and CoAs (Supplementary Fig. 3a), and (3) a structural study showed that CtBPs may interact with fatty acyl-CoAs^37^. Indeed, we were able to demonstrate the direct interaction between CtBP2 and oleoyl-CoA in vitro using microscale thermophoresis (MST)^38^ where the dissociation constant *K*_d_ of this interaction was 18.8 ± 1.28 μM while that between CtBP2 and NADH was 19.5 ± 6.61 μM (Fig. 2b). Our computer-assisted structural analysis further supported this hypothesis (Fig. 2c). As predicted, palmitoyl-CoA binds to CtBP2 having its CoA moiety in the Rossmann fold due to the strong electrostatic interactions. Interestingly, the acyl-chain moiety was computationally predicted to reside at the interface of CtBP2 dimer to block dimerization that is required for CtBP2 activation^39^. Indeed, unlike NADH, the presence of fatty acyl-CoA resulted in disruption of the CtBP2/FoxO1 interaction in a dose-dependent manner (Fig. 2d). In contrast to this, sodium oleate which lacks CoA moiety did not influence the CtBP2/FoxO1 interaction (Supplementary Fig. 3b) further supporting our hypothesis. As an alternative approach to validate the metabolite recognition by CtBP2, we performed the fluorescence-based thermal shift assay known as differential scanning fluorimetry (DSF)^40^. In this assay, the presence of NADH increased conformational stability of CtBP2 upon thermal denaturation while that of oleoyl-CoA decreased the melting temperature, indicating direct interaction of CtBP2 with both metabolic intermediates and opposing effects of these metabolic intermediates on the allosteric conformational transition of CtBP2 protein (Fig. 2e). We further attempted to obtain a rough estimate of *K*_d_ with this assay by titrating ligand concentrations: *K*_d_ for NADH was ~10.9 μM while that for oleoyl-CoA was ~17.6 μM (Supplementary Fig. 3c). Collectively, these data indicate that CtBP2 complex formation required for its co-repressor activity is stabilized by NADH binding and disrupted by fatty acyl-CoA binding.

**Fig. 2:**
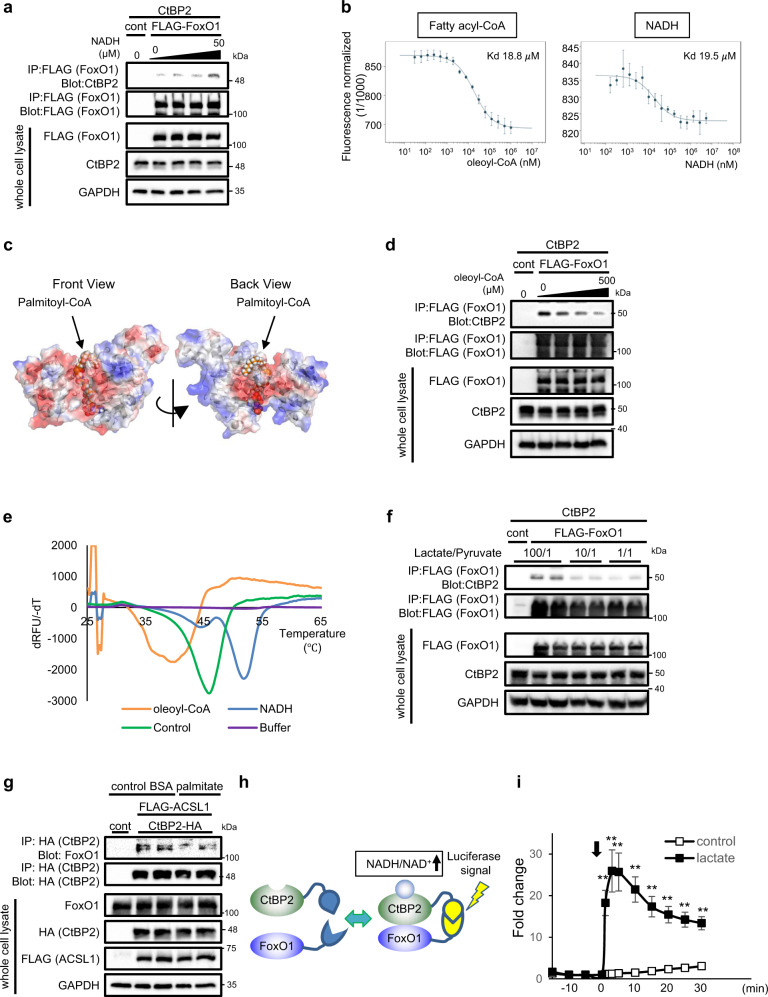
CtBP2 confers metabolite-sensing capabilities to FoxO1. **a** The NADH-sensing capability of CtBP2/FoxO1 complex. Increasing concentrations of NADH (0, 0.5, 5, 50 μM) were added to the HEK293 cell lysates expressing indicated proteins. **b** Direct binding of recombinant CtBP2 protein to oleoyl-CoA and NADH analyzed by MST (*n* = 3 or 4 for each point). **c** Computer-assisted structural analysis of CtBP2 with palmitoyl-CoA. Palmitoyl-CoA is localized at the interface of CtBP2 adopting dimeric configuration. **d** The fatty acyl-CoA-sensing capability of CtBP2/FoxO1 complex. Increasing concentrations of oleoyl-CoA (0, 50, 150, 500 μM) were added to the HEK293 lysates. **e** The thermal shift induced by NADH and oleoyl-CoA binding in DSF. Recombinant CtBP2 were mixed with either NADH (20 μM) or oleoyl-CoA (20 μM) and thermal stability was monitored on a temperature gradient. **f** The effect of cytosolic redox state on CtBP2/FoxO1 complex. HEK293 cells expressing FLAG-FoxO1 and CtBP2 were incubated with different ratios of lactate and pyruvate for 1 h. **g** HEK293 cells expressing indicated proteins were incubated with control BSA or palmitate-BSA conjugate (200 μM) for 30 min. **h** Schematic diagram showing the split luciferase complementation assay. **i** HEK293 cells stably expressing the reporter were stimulated with 50 mM lactate. The arrow indicates the addition of either vehicle or lactate (*n* = 4, biologically independent cells). The *p* values are as follows: 1.3 × 10^−3^ for 1 min, 2.8 × 10^−^^3^ for 3 min, 1.8 × 10^−3^ for 5 min, 6.0 × 10^−^^4^ for 10 min, 7.3 × 10^−4^ for 15 min, 5.6 × 10^−4^ for 20 min, 6.5 × 10^−4^ for 25 min, 6.2 × 10^−4^ for 30 min. Data are expressed as the mean ± SEM. ** denotes *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test. Source Data are provided as a Source Data file.

Having observed these metabolite-sensing capabilities of CtBP2, we examined the effects of alteration of cellular metabolism on CtBP2/FoxO1 interaction. Since lactate dehydrogenase is an equilibrium enzyme coupling conversion of pyruvate to lactate with NADH to NAD^+^, it is possible to modulate cytosolic NADH/NAD^+^ ratio by changing extracellular lactate/pyruvate ratio^41^. Formation of the CtBP2/FoxO1 complex was enhanced in cells with a high extracellular lactate/pyruvate ratio (high cytosolic NADH/NAD^+^ ratio) (Fig. 2f). Glycolysis is also coupled to conversion from NAD^+^ to NADH through the enzymatic activity of GAPDH (glyceraldehyde-3-phosphate dehydrogenase). Koningic acid (KA), a specific GAPDH inhibitor, suppressed the CtBP2/FoxO1 complex formation, supporting NADH/NAD^+^ sensing function of this complex (Supplementary Fig. 3d). In an additional experiment, we tested responsiveness to changes in fatty acyl-CoA concentrations. Increasing the cellular fatty acyl-CoA content by exogenously supplied fatty acids with long-chain fatty acyl-CoA synthetase-1 (ACSL1) expression resulted in dissociation of the CtBP2/FoxO1 complex (Fig. 2g). We also monitored the CtBP2/FoxO1 complex formation in living cells over time using a split luciferase complementation assay (Fig. 2h). Stimulation of the cells stably expressing the reporter with lactate resulted in a rapid and robust increase of the signals even within a minute (Fig. 2i). This observation further supports our hypothesis that CtBP2 responds to metabolic alterations directly and quickly rather than to the cellular events induced indirectly.

### CtBP2 is inactivated in obesity

Since the CtBP2/FoxO1 interaction can serve as a regulatory switch for hepatic gluconeogenesis responding to metabolic alterations, next we examined in vivo relevance of this transcriptional complex. Firstly, we examined the responsiveness of this complex to physiological conditions: a fasting feeding cycle, where fasting decreased the CtBP2/FoxO1 complex formation only marginally (Fig. 3a). Since there are numerous metabolic alterations occurring during this cycle, we next examined the responsiveness of this complex to representative metabolic cues. The CtBP2/FoxO1 complex was markedly diminished in response to the gluconeogenic hormones, glucagon and glucocorticoid (Fig. 3b and Supplementary Fig. 4a) while it was increased in response to insulin (Fig. 3c), consistent with its repressive role in hepatic gluconeogenesis. Unexpectedly, the CtBP2/FoxO1 complex formation was diminished by glucose administration (Fig. 3d). The CtBP2/FoxO1 complex formation in response to the fasting feeding cycle appears to be reflecting the net effects of these responses. Next, we investigated the responsiveness to pathological conditions using models of obesity. In mice with genetic obesity, CtBP2/FoxO1 interaction was dramatically (~90%) reduced (Fig. 3e) as well as in diet-induced obese mice (Fig. 3f). We also examined human liver specimens to examine whether this defect in CtBP2/FoxO1 interaction seen in multiple preclinical models is also present in human disease. Liver autopsy samples showed diminished CtBP2/FoxO1 interaction in the liver of subjects with obesity, suggesting that our findings could be extrapolatable and relevant to human disease despite the imperfect qualities of samples related to the postmortem changes (Fig. 3g). Taken together, our in vivo observations suggest that CtBP2 is inactivated in obese liver leading to FoxO1 liberation that could result in unsuppressed hepatic glucose production. We further examined a possible interaction of CtBP2 with SREBP1 or ChREBP although the interaction(s) may be indirect (Fig. 1c). Interestingly, CtBP2 formed an interaction with SREBP1 in the liver of lean mice which was diminished in both genetic obesity and diet-induced obesity (Fig. 3h, i). On the other hand, we could not detect an interaction between CtBP2 and ChREBP in a convincing manner, which might be reflecting some technical limitations or indirect nature of binding. To ascertain possible repressing effects of CtBP2 on lipogenic genes, we examined the expression of lipogenic genes in the same experimental setting as described in Fig. 1f. Indeed, the expression of lipogenic genes was repressed by exogenous expression of CtBP2 in primary hepatocytes (Fig. 3j). To further characterize the CtBP2/SREBP1 interaction, we attempted to find the intermediary molecule between these molecules. Among the reported SREBP1 partners, we found the putative CtBP-binding motif in NR5A2 (nuclear receptor subfamily 5 group A member 2 or LRH-1, liver receptor homolog-1) that was reported to have a repressive effect on SREBP1 (ref. ^42^) (Supplementary Fig. 4b). As expected, we observed an interaction between CtBP2 and NR5A2(LRH-1), and mutation or deletion of the CtBP-binding motif in NR5A2(LRH-1) diminished the interaction (Fig. 3k and Supplementary Fig. 4c). Exogenous expression of these three components reconstituted the CtBP2/NR5A2(LRH-1)/SREBP1 complex in vitro (Supplementary Fig. 4d). Moreover, suppression of *NR5A2(LRH-1)* in normal liver tissues decreased the CtBP2/SREBP1 interaction in vivo (Supplementary Fig. 4e and Fig. 3l). These data provide strong support for our hypothesis that CtBP2 interacts with SREBP1 through NR5A2(LRH-1). We further examined whether the diminished binding of CtBP2 observed in obesity is specific to FoxO1 and SREBP1 by detecting the interaction of CtBP2 with a known partner, zinc-finger protein FOG family member 1 (ZFPM1), that was again decreased in the liver of obesity (~96%, Supplementary Fig. 4f). These findings led us to examine the levels of metabolic intermediates controlling CtBP2 activity in vivo. Nuclear fatty acyl-CoA content was increased in the liver of two models of obesity (Fig. 3m, n) consistent with a previous report^43^, implicating increased fatty acyl-CoAs could cause the dissociation of CtBP2/FoxO1 complex observed in the liver of obesity. Hepatic lactate/pyruvate ratio reflecting cytosolic NADH/NAD^+^ ratio was also decreased in the liver of diet-induced but not in the genetically obese mice (Supplementary Fig. 4g, h), implicating a predominant role of fatty acyl-CoA in the regulation of CtBP2 activity compared to NADH/NAD^+^ ratio. In agreement with these observations, supplementation of oleoyl-CoA in liver lysates from normal mice reduced CtBP2/SREBP1 complex formation (Supplementary Fig. 4i), implicating fatty acyl-CoA-mediated CtBP2 inactivation in obesity would lead to the concurrent upregulation of hepatic gluconeogenesis and lipogenesis. On the other hand, these two pathways are reciprocally regulated in physiology. Therefore, we further examined the CtBP2/SREBP1 complex formation in physiological conditions. The CtBP2/SREBP1 complex formation was increased by glucagon and marginally decreased by glucocorticoid, consistent with the effects of these stimuli on hepatic lipogenesis (Supplementary Fig. 4j). In contrast, fasting feeding cycle and other stimuli did not change the CtBP2/SREBP1 interaction (Supplementary Fig. 4j). The regulation of CtBP2/SREBP1 complex in physiology would be more complicated by the presence of the intermediary molecule or other unknown systems.

**Fig. 3:**
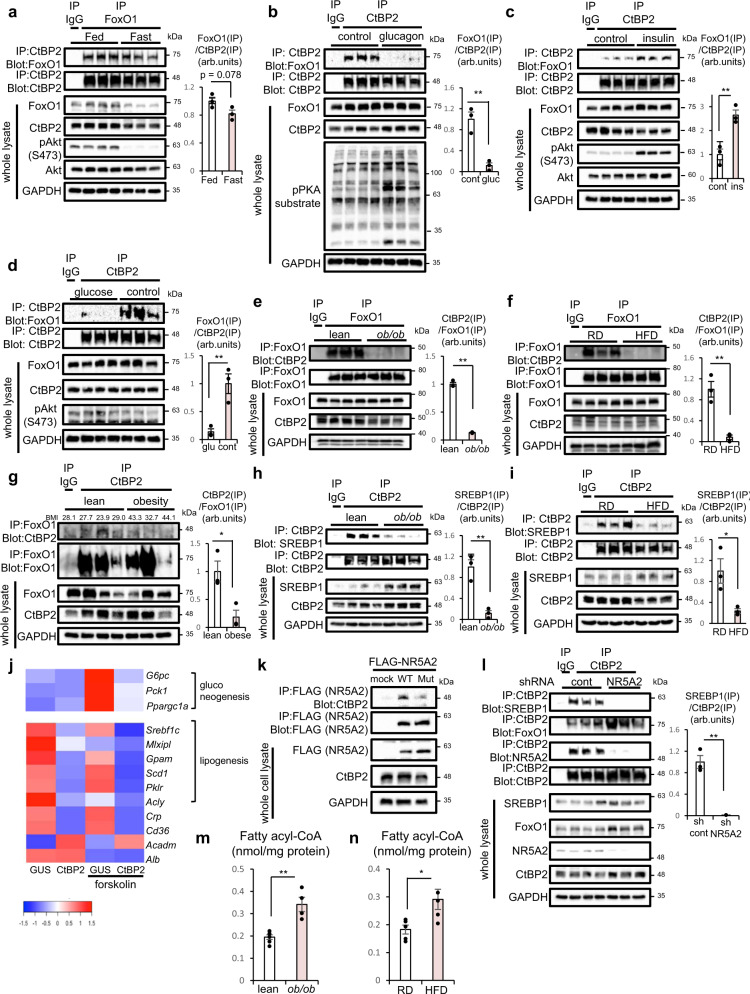
CtBP2 is markedly inactivated in the liver of obesity. Liver homogenates from mice: **a**–**d**, **l** normal mice, **e**, **h** genetically obese mice, **f**, **i** diet-induced obese mice (12–16 weeks on high-fat diet(HFD), RD: regular diet) and human liver autopsy specimens (**g**) were subjected to co-immunoprecipitation to examine endogenous CtBP2/FoxO1 complex (**a**–**g**) or CtBP2/SREBP1 complex (**h**, **i**, **l**, *n* = 3 or 4 biological independent animals as shown in the blots for each experimental group). The densitometric quantification is shown to the right of each blot. **a–d** CtBP2/FoxO1 complex in normal mice in response to either a fasting-feeding cycle (**a** 24-h-fasted or fed ad libitum), glucagon (**b** 30 min after injection, 200 μg/kg, 3-h food withdrawal, *p* = 1.1 × 10^−3^), insulin (**c** 30 min after injection, 0.4 U/kg, 3-h food withdrawal, *p* = 6.2 × 10^−3^), or glucose (**d** 30 min after injection, 2 g/kg, overnight fasted, *p* = 9.5 × 10^−3^). **e**–**i** CtBP2/FoxO1 complex in mouse models of obesity (**e**, **f** *p* = 1.3 × 10^−5^ and 4.1 × 10^−4^, respectively) or in human obesity (liver autopsy samples. Body mass index (BMI) for each subject was indicated above the blot, **g** *p* = 0.022), or CtBP2/SREBP1 complex in mouse models of obesity (**h**, **i** *p* = 3.9 × 10^−3^ and 0.033, respectively). Mice were fasted for 4–6 h. **j** Primary hepatocytes were treated as in Fig. 1f and gene expression profile was analyzed. **k** Mutation of the PSDL motif in NR5A2(LRH-1) (Mut: PSDL > PSAS) diminishes CtBP2/NR5A2(LRH-1) interaction in HEK293 cells. **l** CtBP2/SREBP1 complex in normal liver tissues was diminished by *NR5A2(LRH-1)* knockdown in vivo (6-h fasted, *p* = 1.2 × 10^−3^). **m**, **n** Fatty acyl-CoA content in the nuclei isolated from lean control mice or genetically (ob, **m** *p* = 9.3 × 10^−4^)/diet-induced obese mice (HFD, **n** *p* = 0.026) (*n* = 6 for lean, *n* = 4 for ob, *n* = 5 for RD and HFD, biologically independent animals, 6-h fasted). Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

### Inactivation of CtBP2 contributes to the pathogenesis of obesity-related metabolic disturbances

Observing the dissociation of CtBP2 from FoxO1 in obesity, a question arises regarding in which cellular compartment this regulatory step occurs. To address this question, we quantified the recruitment of CtBP2 to the promoters of gluconeogenic genes by ChIP. The recruitment of CtBP2 to gluconeogenic gene promoters was decreased in the liver of obese mice (Fig. 4a and Supplementary Fig. 5a). Together with the fact that CtBP2 localizes exclusively in the nuclei^26^, CtBP2/FoxO1 complex may exist on the DNA elements in the nuclei and CtBP2 may dissociate from the FoxO1 bound to those elements. Supporting this idea, re-ChIP experiments demonstrated that CtBP2 and FoxO1 shared occupancy of the *G6pc* promoter in unstimulated cells (Fig. 4b) and FoxO1 could be detected on that promoter even in the lean animals (Fig. 4c and Supplementary Fig. 5b). FoxO1 protein was present in isolated nuclei irrespective of the feeding conditions or the degree of obesity although 24-h fasting modestly increased the nuclear FoxO1 (Supplementary Fig. 5c). In our subcellular localization study, exogenously expressed CtBP2 localized exclusively in the nuclei and did not alter subcellular trafficking of FoxO1 that was affected by insulin signaling as reported previously (Fig. 4d). To further validate the CtBP2/FoxO1 interaction in the nuclei, we took advantage of a FoxO1-mutant lacking the DNA-binding domain (△DB). The mutant FoxO1 was forced to be localized mostly in the cytoplasm as reported (Supplementary Fig. 5d)^44^. The presence of the mutation diminished the CtBP2/FoxO1 interaction showing another layer of evidence indicating this interaction occurs in the nuclei (Fig. 4e). Since the DNA-binding domain in FoxO1 is apart from the CtBP-binding site (Supplementary Fig. 2b), the △DB mutation itself would not affect CtBP2/FoxO1 interaction. Indeed, purified recombinant △DB FoxO1 mutant interacted with recombinant CtBP2 protein in vitro (Supplementary Fig. 5e), suggesting the diminished interaction between CtBP2 and the FoxO1 △DB mutant can be explained by the cellular compartmentalization.

**Fig. 4:**
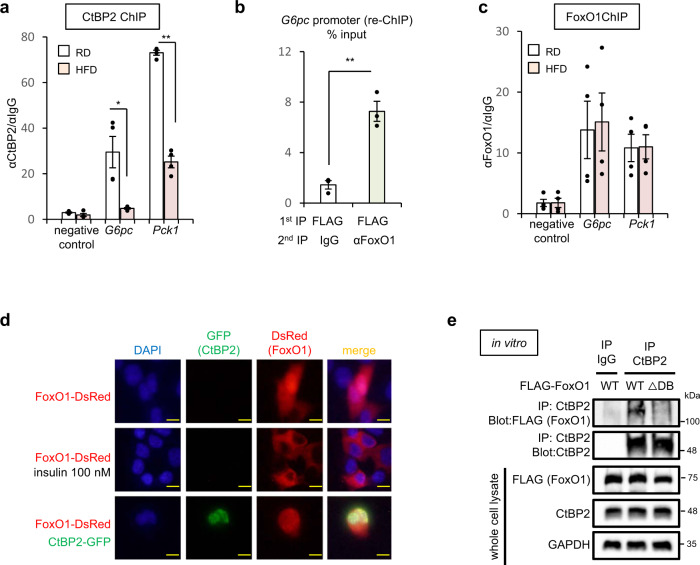
Dissociation of CtBP2 from FoxO1 occurs in the nucleus. **a** CtBP2 recruitment to promoter regions of gluconeogenic genes (*n* = 4, biologically independent animals, *p* values are as follows: 0.011 for *G6pc* and 2.4 × 10^−6^ for *Pck1*). HFD diet-induced obese mice. **b** Sequential ChIP (re-ChIP) in primary hepatocytes. FLAG-CtBP2 and FoxO1 were exogenously expressed, the chromatin was first enriched by FLAG (CtBP2) immunoprecipitation and the eluents were further immunoprecipitated with either control IgG or anti-FoxO1 antibody (*n* = 3, biologically independent cells, *p* = 2.5 × 10^−3^). **c** FoxO1 recruitment to promoter regions of gluconeogenic genes (*n* = 4, biologically independent animals). Liver tissues were collected following a 6-h fast (**a**, **c**). **d** FoxO1-DsRed and/or CtBP2-GFP were expressed in hepa1-6 cells and treated with vehicle or 100 nM insulin for 30 min. The yellow bars indicate 10 μm. **e** The forced cytoplasmic localization of FoxO1 markedly diminishes CtBP2/FoxO1 interaction. Either the wild-type FoxO1 (WT) or the mutant FoxO1 (△DB) was exogenously expressed in HEK293 cells, and the CtBP2/FoxO1 complex was co-immunoprecipitated. Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

The observation of robust inactivation of CtBP2 in obesity prompted us to utilize a liver-specific CtBP2-deletion model in mice. For this, we generated CtBP2 flox mice (Supplementary Fig. 6a, b) and crossed them with the albumin-Cre transgenic mice. We confirmed liver-specific CtBP2-knockout at the protein level with some residual expression while CtBP1 expression was not altered upon removal of CtBP2 (Fig. 5a). There was no discernible change in body weights (Supplementary Fig. 6c). However, these animals did exhibit impaired glucose tolerance (Fig. 5b) where no difference was evident in insulin sensitivity (Supplementary Fig. 6d). As predicted, hepatic deletion of CtBP2 led to increased expression of gluconeogenic genes (Fig. 5c), suggesting that hepatic glucose production may be the primary target of CtBP2. We further evaluated hepatic gluconeogenesis by pyruvate tolerance test and demonstrated a significant increase in glycemia following pyruvate administration in the liver-specific CtBP2-deficient mice (Fig. 5d). While plasma insulin levels were not influenced by the CtBP2-deficiency, plasma glucagon levels were decreased (Supplementary Fig. 6e,f), which might be explained as a compensatory decrease in response to the elevated hepatic glucose output. It is also of note that plasma insulin levels were unchanged even in the presence of elevated glucose and decreased glucagon, that may also suggest existence of some systemic effects influencing insulin biology. In addition to the impairment of glucose tolerance, hepatic deletion of CtBP2 also caused a modest increase in liver triglyceride content in animals maintained on a regular chow diet (Fig. 5e) along with a trend of an increase in the expression of lipogenic genes (Fig. 5f). The expression of some hepatocyte genes such as albumin (*Alb*) was not influenced (Supplementary Fig. 6g). In addition, we analyzed plasma lipid profile considering potential contribution of lipid fluxes to liver triglyceride content. Plasma total cholesterol was marginally increased in CtBP2-deficiency while plasma triglyceride was unchanged (Supplementary Fig. 6h). We also examined the expression of FoxO1 and SREBP1 in this mouse model at the protein levels. Unexpectedly, expression levels of both FoxO1 and SREBP1 were decreased in CtBP2-deficiency, suggesting the existence of another compensatory mechanism (Fig. 5g and Supplementary Fig. 6i). Despite the increased hepatic triglyceride content, the liver-specific CtBP2-deficient mice did not show any signs of liver dysfunction on a regular chow diet (Fig. 5h). To examine the involvement of CtBP2 in liver dysfunction in steatohepatitis, we fed mice a methionine choline-deficient (MCD) diet, a commonly used model to generate non-alcoholic steatohepatitis (NASH) in rodents. Interestingly, even after 1 week of the dietary challenge, the liver-specific CtBP2-deficient mice exhibited hepatic steatosis (Fig. 5i and Supplementary Fig. 6j) with liver dysfunction as indicated by the elevated serum alanine aminotransferase (ALT) levels (Fig. 5h). In this experimental setting, plasma triglyceride was slightly but significantly decreased, which may in part contributed to the aggravation of hepatic steatosis (Supplementary Fig. 6k).

**Fig. 5:**
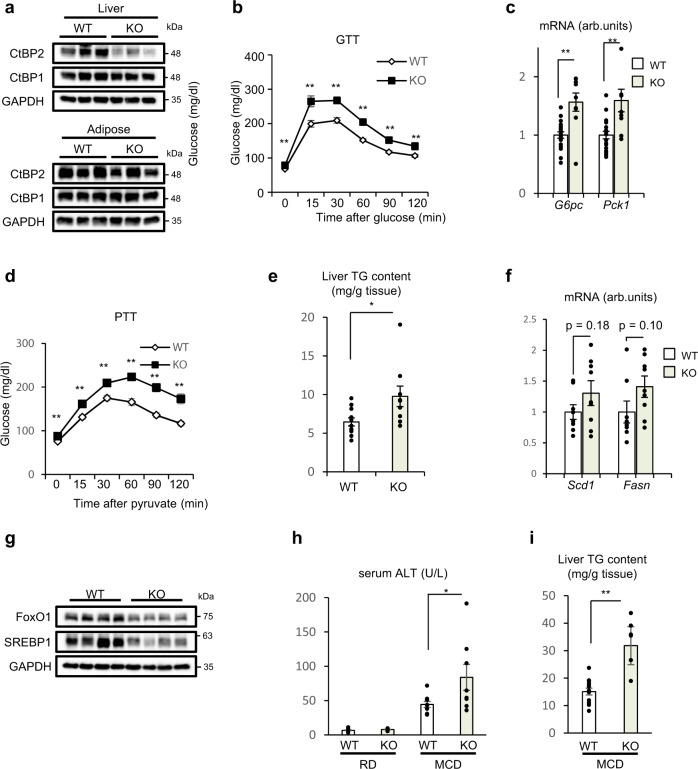
CtBP2 deficiency in liver leads to obesity-associated metabolic disturbances. **a** Liver-specific CtBP2-deficient mice (KO) maintained on a regular chow diet (**a**–**h**) or an MCD diet for a week (**h**, **i**) (6–8 weeks of age, **a**, **c**, **e**–**i**: 6-h fasted, **b**, **d**: overnight fasted) were analyzed along with their wild-type controls (WT). **a** CtBP1 and CtBP2 expression at protein levels in either liver or adipose tissues. **b** Glucose tolerance test (GTT) (*n* = 16 for WT and *n* = 8 for KO, biologically independent animals, *p* values are as follows: 4.3 × 10^−3^ for 0 min, 4.4 × 10^−4^ for 15 min, 2.2 × 10^−^^4^ for 30 min, 2.0 × 10^−6^ for 60 min, 2.6 × 10^−5^ for 90 min, 8.1 × 10^−^^3^ for 120 min). **c** Gluconeogenic gene expression (*n* = 19 for WT and *n* = 9 for KO, biologically independent animals, *p* = 2.5 × 10^−4^ and 1.0 × 10^−3^ for *G6pc* and *Pck1*, respectively). **d** Pyruvate tolerance test (PTT) (*n* = 12 for WT and *n* = 6 for KO, biologically independent animals, *p* values are as follows: 1.2 × 10^−3^ for 0 min, 1.9 × 10^−3^ for 15 min, 3.1 × 10^−3^ for 30 min, 3.5 × 10^−4^ for 60 min, 1.9 × 10^−5^ for 90 min, 1.4 × 10^−4^ for 120 min). **e** Liver triglyceride (TG) content (*n* = 11 for WT and *n* = 9 for KO, biologically independent animals, *p* = 0.023). **f** Lipogenic gene expression (*n* = 8 for WT and *n* = 9 for KO, biologically independent animals). **g** Expression levels of FoxO1 and SREBP1 at protein levels. **h** Serum ALT levels in mice fed either a regular chow diet (RD) or an MCD diet for a week (*n* = 14 for WT/RD, *n* = 10 for KO/RD, *n* = 9 for WT/MCD, *n* = 8 for KO/MCD, biologically independent animals, *p* = 0.048 for WT vs KO on an MCD diet). **i** Liver triglyceride (TG) content in mice fed an MCD diet for a week (*n* = 13 for WT and *n* = 8 for KO, biologically independent animals, *p* = 8.3 × 10^−5^). Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

### Therapeutic potential of CtBP2 activation in the liver of obese mice

Since CtBP2 activation in hepatocytes downregulated gluconeogenic and lipogenic gene expression in vitro (Figs. 1f and 3j) and the activity of CtBP2 is diminished in obesity (Fig. 3e–i and Supplementary Fig. 4f), we investigated whether exogenous supplementation of CtBP2 can improve the metabolic profile of obese mice in vivo (Supplementary Fig. 7a). Replenishment of CtBP2 normalized fasting blood glucose levels in obese mice without inducing any changes in body weights (Fig. 6a and Supplementary Fig. 7b) and improved glucose tolerance (Fig. 6b) although the degree of obesity was modest. To more directly assess hepatic gluconeogenesis, we performed a pyruvate tolerance test, and observed that exogenous CtBP2 expression resulted in a significantly blunted glucose excursion following pyruvate injection (Fig. 6c). This improvement was not due to changes in insulin sensitivity, as despite differences in fasting glucose, there was no difference in the insulin tolerance when plotted as “percent of initial value” (Supplementary Fig. 7c, d). Consistent with these findings, *G6pc* expression in liver was downregulated in CtBP2-overexpressing animals whereas expression of a non-target gene, *Alb*, was not affected (Fig. 6d). In agreement with these observations, the exogenous expression of CtBP2 restored the CtBP2/FoxO1 interaction (Supplementary Fig. 7e). CtBP2 has been reported to regulate gene expression through alteration of epigenetic codes^21,45^, and indeed, histone modifications associated with open chromatin at *G6pc* gene promoter were reduced by CtBP2 overexpression (Supplementary Fig. 7f). Furthermore, the exogenous expression of CtBP2 reduced hepatic lipid accumulation in obese mice (Fig. 6e and Supplementary Fig. 7g), liver triglyceride content (Fig. 6f), and serum ALT levels (Fig. 6g). Consistent with these findings, lipogenic gene expression was also suppressed by CtBP2 overexpression (Fig. 6h, i).

**Fig. 6:**
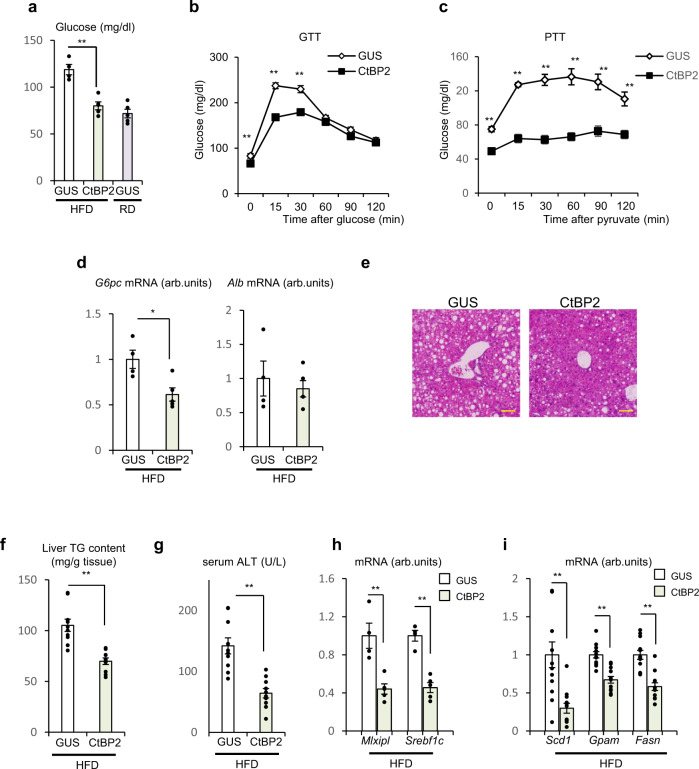
CtBP2 gain of function in liver ameliorates diabetes and hepatic steatosis in obese mice. CtBP2 was exogenously expressed in the liver of diet-induced obese mice by adenoviral transduction (AdCtBP2), along with its control (AdGUS). Animals were analyzed after 3–7 days of transduction (**a**–**d, h** overnight fasted, **e**–**g**, **i** 6-h fasted). **a** Blood glucose levels (*n* = 4 for GUS/HFD, *n* = 5 CtBP2/HFD, and *n* = 5 for GUS/lean, biologically independent animals, *p* = 7.8 × 10^−4^). HFD high-fat diet, RD regular diet. **b** Glucose tolerance test (GTT, *n* = 10, biologically independent animals, *p* -values are 8.8 × 10^−3^ for 0 min, 1.0 × 10^−8^ for 15 min, 1.4 × 10^−^^4^ for 30 min). **c** Pyruvate tolerance test (PTT, *n* = 9 for GUS, *n* = 10 for CtBP2, biologically independent animals, *p* values are 7.6 × 10^−6^ for 0 min, 2.5 × 10^−9^ for 15 min, 1.1 × 10^−7^ for 30 min, 2.6 × 10^−6^ for 60 min, 4.9 × 10^−^^5^ for 90 min, 3.0 × 10^−4^ for 120 min). **d** Gene expression in liver (*n* = 4 for GUS, *n* = 5 for CtBP2, biologically independent animals, *p* = 0.015). **e** Representative hematoxylin and eosin stained sections of liver. Yellow bars indicate 100 μm. **f** Liver triglyceride (TG) content (*n* = 10, biologically independent animals, *p* = 6.6 × 10^−^^5^). **g** Serum ALT levels (*n* = 10, biologically independent animals, *p* = 7.4 × 10^−5^). **h**, **i** Lipogenic gene expression (*n* = 4 (**h**), *n* = 10 (**i**), biologically independent animals, *p* = 3.8 × 10^−3^ (*Mlxipl*) and 2.1 × 10^−4^ (*Srebf1c*), 8.3 × 10^−4^ (*Scd1*), 1.7 × 10^−5^ (*Gpam*) and 2.0 × 10^−5^ (*Fasn*), respectively). Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

### CtBP2 is a bona fide metabolite sensor for adenosine derivatives interconnecting cellular metabolic state to transcriptional programs

Having observed the therapeutic potentials of CtBP2 activation in obesity, we decided to further explore the structure–function relationships in CtBP2 protein. For this purpose, we generated a mutant CtBP2 (mut) lacking the metabolite-sensing pocket Rossmann fold^39^, and exogenously expressed it in the liver of obese mice along with wild-type CtBP2 (WT) and a control protein, GUS (Fig. 7a and Supplementary Fig. 8a). 

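Transcripts of Ctbp2 rose in all 7 mice given wild-type CtBP2 and in all 7 mice given the mutant, as measured by RNA-seq of these livers. GUS, the control protein, is β-glucuronidase, an enzyme used as a reporter. Ctbp2 was at 0.241 ± 0.0760 RPKM (reads scaled to the length of the exons and to the mapped reads of the library; SD, n = 7 mice) in GUS livers, 62.6 ± 27.4 in WT livers (SD, n = 7) and 73.5 ± 31.4 in mut livers (SD, n = 7). The highest GUS liver had 0.356 RPKM, the lowest WT liver 31.5 and the lowest mut liver 33.1. Both rises gave the smallest p that 7 mice against 7 allow (two-sided exact permutation test, p = 0.000583, adjusted 0.00524 over 18 such tests). No difference between WT and mut levels was found (the same exact test, p = 0.491, adjusted 0.590). The Ctbp2 gene lies on chromosome 7 from 132987563 to 133124354 (mm10). In edgeR's quasi-likelihood test its log2 fold change was 7.97 (standard error 0.38, adjusted p = 6.50e-12) in WT against GUS and 8.21 (standard error 0.38, adjusted p = 4.09e-12) in mut against GUS. Between mut and WT it was 0.24 (standard error 0.27, adjusted p = 0.666). Within a group the level spread widely, from 218 to 662 counts scaled to library size (CPM) in WT and from 227 to 778 in mut. Ctbp1, the paralog of Ctbp2 on chromosome 5 from 33247724 to 33275004, also rose, by a log2 fold change of 0.25 (standard error 0.062, adjusted p = 0.00707) in WT and 0.31 (standard error 0.062, adjusted p = 0.00209) in mut, each against GUS. Reads counted per gene do not separate the transferred coding sequence from the mouse gene's own transcript, and they do not measure the protein.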

Intriguingly, while wild-type CtBP2 expression downregulated gluconeogenic and lipogenic genes as expected, the ability of CtBP2 to regulate these transcriptional programs was abolished by mutating Rossmann fold (Fig. 7a). 

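G6pc, which encodes the catalytic subunit of glucose-6-phosphatase at the last step of gluconeogenesis, fell from 112 ± 40.9 RPKM (SD, n = 7 mice) in GUS to 55.1 ± 17.0 in WT and was at 107 ± 39.3 in mut in the RNA-seq of the same mice. Scd1, the stearoyl-CoA desaturase that makes monounsaturated fatty acids, fell from 670.1 ± 358 RPKM in GUS to 158 ± 111 in WT and was at 536 ± 459 in mut. The mut mean rests on replicates 15, 18 and 19, with Scd1 at 994, 1277 and 710 RPKM. These mice had the lowest Ctbp2 of the mut group (33.1, 37.4 and 57.9 RPKM). Scd1 in mut replicates 16, 17, 20 and 21 was at 167, 210, 192 and 201 RPKM, below the lowest GUS mouse (278). Srebf1, which encodes the lipogenic transcription factor SREBP1, fell from 56.8 ± 11.0 to 42.6 ± 6.14 RPKM in WT, with 56.4 ± 15.2 in mut. Fasn, fatty acid synthase, had 42.7 ± 11.5 RPKM in GUS and 32.5 ± 3.61 in WT, and rose to 56.1 ± 18.2 in mut. By edgeR's quasi-likelihood test, WT against GUS gave a log2 fold change of -1.05 (standard error 0.25, adjusted p = 0.00445) for G6pc, -2.12 (standard error 0.52, adjusted p = 0.00589) for Scd1 and -0.45 (standard error 0.15, adjusted p = 0.0349) for Srebf1. For Fasn it was -0.43 (standard error 0.18, adjusted p = 0.0808). From WT to mut, G6pc rose by 0.96 (standard error 0.25, adjusted p = 0.0270), Scd1 by 1.77 (standard error 0.51, adjusted p = 0.0483) and Fasn by 0.80 (standard error 0.18, adjusted p = 0.0114), while Srebf1 had 0.41 (standard error 0.15, adjusted p = 0.118). Between GUS and mut the adjusted p was 0.826 for G6pc, 0.662 for Scd1, 0.144 for Fasn and 0.892 for Srebf1. Exact permutation tests on RPKM (7 mice against 7, two-sided, adjusted over 18 tests) gave p = 0.00350, adjusted 0.0126 for G6pc, p = 0.00175, adjusted 0.00787 for Scd1, p = 0.0478, adjusted 0.0848 for Fasn and p = 0.00699, adjusted 0.0157 for Srebf1 in GUS against WT. For WT against mut the same exact tests gave p = 0.00641, adjusted 0.0157 for G6pc, p = 0.0513, adjusted 0.0848 for Scd1, p = 0.00117, adjusted 0.00699 for Fasn and p = 0.0542, adjusted 0.0848 for Srebf1. G6pc lies on chromosome 11 from 101367561 to 101377903, Scd1 on chromosome 19 from 44394451 to 44407709, Fasn on chromosome 11 from 120805940 to 120824178 and Srebf1 on chromosome 11 from 60199089 to 60222581 (mm10). The counts are of the whole Srebf1 gene, not of the Srebf1c transcript alone. Among 11 genes of gluconeogenesis, 5 were lower and 6 did not pass the test in WT against GUS (5 lower when adjusted over the list alone). The lower ones included G6pc, Pck1 (phosphoenolpyruvate carboxykinase, -0.81, standard error 0.20, adjusted p = 0.00590), Pcx (pyruvate carboxylase, -0.52) and the coactivator Ppargc1a (-0.45). From WT to mut 2 of the 11 rose, G6pc and Pcx (2 when adjusted over the list alone). Pck1 was lower in mut than in GUS, with -0.70 (standard error 0.20, adjusted p = 0.0184). Of 18 targets of FoxO1, the transcription factor that drives gluconeogenesis, 7 were lower, 1 higher and 10 did not pass the test in WT against GUS (7 lower and 1 higher when adjusted over the list alone). Irs2 (insulin receptor substrate 2, -1.25) and Tat (tyrosine aminotransferase, -1.15) fell and Gadd45a (0.49) rose. In mut against WT, 2 FoxO1 targets were higher, G6pc and Irs2 (7 when adjusted over the list alone). Of 16 lipogenesis genes, 7 were lower and 9 did not pass the test in WT against GUS (9 lower when adjusted over the list alone). In mut 7 were higher than in WT (13 higher when adjusted over the list alone). Acly, ATP citrate lyase, fell by 0.69 (standard error 0.17, adjusted p = 0.00635) and rose in mut by 0.79 (standard error 0.17, adjusted p = 0.0104). Supplementary Data 1 holds 9 of the lipogenesis genes, so their direction is not independent of it. Between GUS and mut, Acaca (0.44, named after its value was seen) was higher. The call of Scd1, WT vs mut was lost on leaving out any of GUS replicates 1, 3, 5, 6 and 7, WT replicates 8, 11, 12, 13 and 14 and mut replicates 15, 18 and 19 (1.39 to 1.78), and with limma-voom among other settings (1.58, adjusted p = 0.0619; 3.40e-05 to 0.354 over all settings). The call of G6pc, WT vs mut was lost on leaving out any of WT replicates 8, 10, 12, 13 and 14 and mut replicates 18 and 19 (0.79 to 0.92). That of Srebf1, GUS vs WT was lost without any of GUS replicates 2 and 3 and WT replicates 8, 12 and 13 (-0.43 to -0.37), and that of Irs2, WT vs mut without any of WT replicates 8, 11, 12 and 13 and mut replicates 15, 17, 18 and 19 (0.99 to 1.11).

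**Figure D1:**
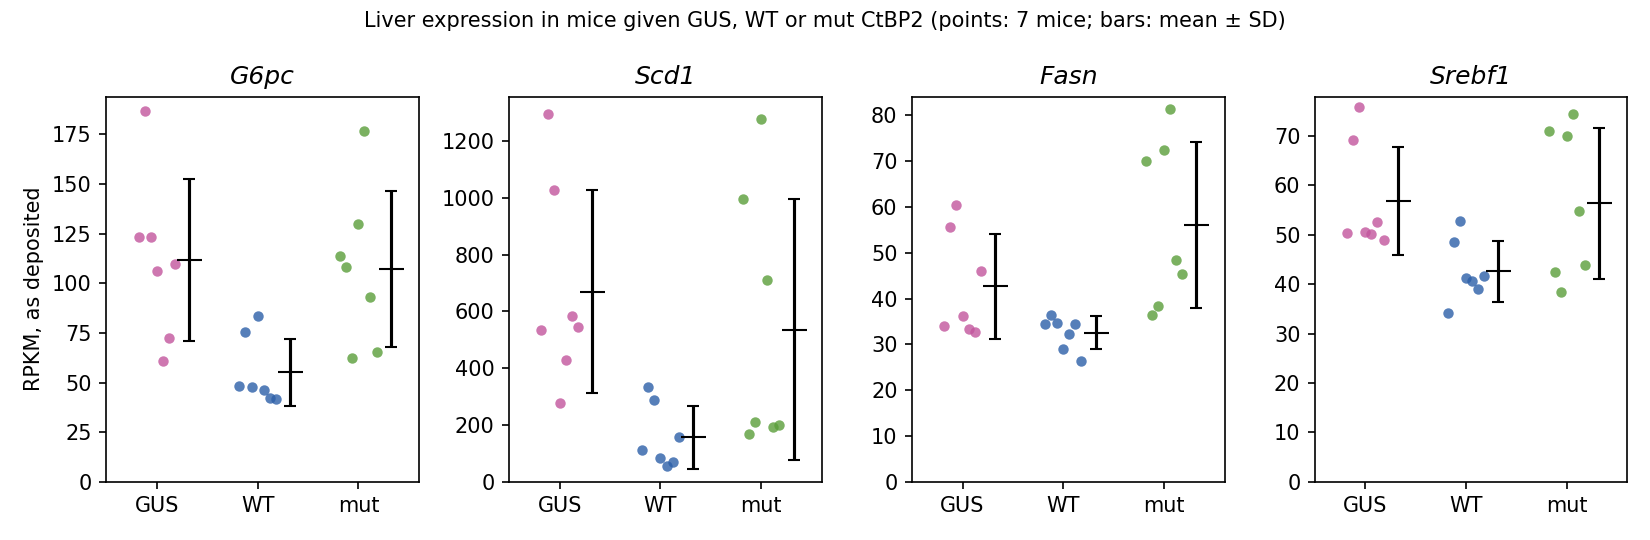
Expression of G6pc, Scd1, Fasn and Srebf1 in RPKM (vertical axes, starting at 0) in each of 7 GUS, 7 WT and 7 mut livers. Each point is 1 mouse, bars give the mean and lines the SD. G6pc had a mean of 112 RPKM in GUS, 55.1 in WT and 107 in mut, and the mut mice spread from 167 to 1277 RPKM for Scd1.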

We further obtained unbiased global expression profile of the livers of these mice using RNA sequencing (RNA-seq) to identify the genes regulated by CtBP2 in a Rossmann fold-dependent manner (Fig. 7b and Supplementary Data 1, *p* value <0.05 for both GUS vs WT and WT vs mut, fold difference >1.25). 

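RNA-seq measured the livers of male C57BL/6J mice made obese by 12 to 16 weeks of high-fat diet, 7 given GUS, 7 given WT and 7 given mut by adenovirus and killed after a 6-h fast. Each library is 1 mouse. Libraries were made from 500 ng of total RNA with a kit that selects RNA with a poly(A) tail and were read as pairs of 36 bases. The authors mapped the reads to mm10 and counted them per gene in CLC Genomics Workbench 9.5.1, and the submitters' processing notes also name edgeR. The authors' deposited table gives, for 38924 genes and each mouse, counts of reads in exons and introns, RPKM, and RPKM normalized so that every library has the same distribution of values. Total exon reads per mouse were 26025668 to 32085996 (median 27229778) in GUS, 21002267 to 27035289 (median 22827448) in WT and 20637409 to 26145921 (median 24477140) in mut. Depth was thus higher in GUS than in the other two groups. Exon reads were normalized by TMM (trimmed mean of M values), and 13989 genes passed edgeR's filter on low counts. The 3 pairs of groups were tested in 1 quasi-likelihood model over all 21 mice, with p-values adjusted by Benjamini-Hochberg in each comparison. A gene was called at an adjusted p under 0.05. Fold changes are given as log2 of WT over GUS, mut over WT and mut over GUS. No 2 mice of a group had libraries closer than sampling noise allows, with a chi-square per gene from 9.66 to 80.5 over 63 pairs. On counts simulated from these libraries for GUS against WT, over 13910 genes, the test recovered 25.8% of changes of 1.25-fold, 75.8% of 1.5-fold and 84.8% of 2-fold. Choices that could change the numbers are the normalization, the filter on low counts, the reads counted and the threshold.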

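In livers given WT, 1655 genes were higher and 1712 lower than in GUS (adjusted p under 0.05 in edgeR, 13989 genes tested). In livers given mut 437 were higher and 256 lower than in WT. This balance depends on the scaling, with 2139 higher and 1199 lower in WT against GUS by library sizes alone, and 349 higher and 358 lower in mut against WT by upper-quartile factors. By the study's rule, p under 0.05 and a fold over 1.25 in both comparisons, 608 genes depended on the Rossmann fold, of which 339 were lower and 269 higher in WT than in both other groups. The lower genes outside the lists included Insig2, which holds SREBP in the endoplasmic reticulum (-0.83, standard error 0.092, adjusted p = 3.06e-06, in WT against GUS and 0.66, standard error 0.091, adjusted p = 0.000264, in mut against WT). The estrogen sulfotransferase Sult1e1 (-3.56, standard error 0.35, adjusted p = 8.30e-07, then 2.40, standard error 0.36, adjusted p = 0.000610) and Krt23 (-1.17, standard error 0.22, adjusted p = 0.000684, then 1.32, standard error 0.22, adjusted p = 0.00130) were lower too. Among the higher genes were Cdhr2 (3.63, standard error 0.45, adjusted p = 9.11e-06, then -1.79, standard error 0.39, adjusted p = 0.0104) and Hsd3b1, a steroid dehydrogenase (3.10, standard error 0.21, adjusted p = 4.46e-09, then -1.74, standard error 0.19, adjusted p = 1.90e-05). Zfp37 was another (2.01, standard error 0.28, adjusted p = 3.50e-05, then -1.34, standard error 0.27, adjusted p = 0.00602). The imprinted noncoding RNAs H19 (5.53, then -1.59) and Meg3 (3.98, then -2.97) also rose in WT and fell in mut. No WT mouse overlapped any GUS mouse for 796 genes, 5.69% of those tested, where chance gives 0.0583%. Between WT and mut this held for 178 genes. Of the 608 genes, 246 also had an adjusted p under 0.05 in both comparisons, and 84 (13.8%) differed between GUS and mut. Both comparisons use the same WT libraries. Data simulated with no group effect gave 52.0 genes by the same rule (34 to 70 over 100 data sets). Splits of the same mice into other groups spread wider, with a median of 43 genes and a highest count of 651. As many as 608 came up in 2 of 100 splits, the real one included. These splits mixed the mice of all groups, so real differences between groups stayed in the data. Their counts are thus not those of data without an effect, and they cannot tell whether the simulated range is too narrow. The splits do not exclude chance for this count. Independent lists as long as those of each comparison would share 115. With the WT libraries split between the comparisons the median over 35 splits was 403 genes, where independent lists would share 89.0. The call of H19, WT vs mut was lost without WT replicate 13 and mut replicates 15 and 19 (-1.48 to -1.35). Without WT replicate 8 or 12 or mut replicate 15 or 19, the genes WT vs mut numbered 450, 414, 442 and 420. The count by the study's rule was 219 among genes with a mean of at least 5 RPKM in 1 group.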

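Part of the genes of lipid synthesis fell and part of those of redox defense rose with WT, and some of each moved back with mut. Among 18 genes of triglyceride synthesis and lipid droplets, 6 were lower and 12 did not pass the test in WT against GUS (7 lower when adjusted over the list alone). In mut 4 were higher than in WT, Dgat1, Dgat2, Mogat1 and Cd36 (8 when adjusted over the list alone; Dgat1 is named after its value was seen). Mogat1, a monoacylglycerol acyltransferase, fell by 0.99 (standard error 0.20, adjusted p = 0.00133) and rose from WT to mut by 1.07 (standard error 0.20, adjusted p = 0.00355). The fatty acid transporter Cd36 fell by 0.48 (standard error 0.15, adjusted p = 0.0236) and rose by 0.90 (standard error 0.15, adjusted p = 0.00142). Its call in Cd36, GUS vs WT was lost without WT replicate 12 or 13 (-0.39 and -0.43). Of 21 glutathione transferases, which conjugate glutathione to electrophiles, 11 were higher, 3 lower and 7 did not pass the test in WT against GUS (3 lower and 12 higher when adjusted over the list alone). In mut 4 were lower than in WT, Gstm5, Gstt2, Gstt3 and Gsto1 (8 when adjusted over the list alone; Gstm5 and Gsto1 are named after their values were seen). Gstt3 rose by 0.88 (standard error 0.10, adjusted p = 4.86e-06) and fell in mut by 0.42 (standard error 0.10, adjusted p = 0.0203). The latter call was lost for Gstt3, WT vs mut without WT replicate 8 (-0.38) or mut replicate 19 (-0.39). Gstk1 (-1.06) and Mgst1 (-0.58) fell in WT. Members of this family share sequence, so reads may be split between them. NRF2 is a transcription factor of the oxidative stress response. Of 18 of its targets 10 were higher and 1 lower in WT than in GUS (1 lower and 11 higher when adjusted over the list alone). The higher ones include Cbr3, a carbonyl reductase (1.61, standard error 0.36, adjusted p = 0.00314), and Gclm, a subunit of the enzyme that starts glutathione synthesis (0.34, standard error 0.063, adjusted p = 0.000612), with Abcc3 lower (-0.76). From WT to mut 1 rose, Abcc3 (0.67), and 1 fell, Gclm (1 and 2 when adjusted over the list alone). The call of Gclm, WT vs mut was lost on leaving out any of WT replicates 8, 9, 10, 12 and 14 and mut replicates 15, 16, 17, 18 and 19 (-0.23 to -0.19). Of 23 genes of cholesterol synthesis, 8 were lower and 15 did not pass the test in WT against GUS (12 lower when adjusted over the list alone), with Fdps at -1.01. Fatty acid oxidation had 6 of 24 genes lower in WT (6 lower when adjusted over the list alone), among them Cpt1a, the carnitine palmitoyltransferase (-0.39). From WT to mut none of these passed edgeR's test (5 were higher at an unadjusted p under 0.05, and 3 by DESeq2). In methionine and polyamine metabolism 4 of 14 genes were lower and 2 higher in WT (4 lower and 2 higher when adjusted over the list alone). Bhmt, betaine-homocysteine methyltransferase, fell by 1.29 (standard error 0.12, adjusted p = 4.23e-07) and rose in mut by 0.88 (standard error 0.12, adjusted p = 0.000181). Odc1, ornithine decarboxylase, rose (0.43) and then fell (-0.39). Among the Rossmann fold-dependent genes lower in WT, Fisher's exact test against all 13989 genes tested found more genes than chance for lipogenesis (9 of 16, with 0.388 expected, adjusted p = 6.18e-10) and fatty acid biosynthesis (12 of 37, with 0.897 expected, adjusted p = 6.18e-10). The same held for triglyceride synthesis (4 of 18, with 0.436 expected, adjusted p = 0.00669) and FoxO1 targets (3 of 18, with 0.436 expected, adjusted p = 0.0427). Other lists passed Fisher's test too, namely acute phase proteins (5 of 27, with 0.654 expected, adjusted p = 0.00479), major urinary proteins (4 of 19, with 0.460 expected, adjusted p = 0.00669) and male-biased liver genes (3 of 13, with 0.315 expected, adjusted p = 0.0191). The male-biased genes were C6, Elovl3 and Mup20. Elovl3 is also counted in fatty acid biosynthesis and Mup20 among the major urinary proteins. Lipogenesis and fatty acid biosynthesis share Elovl5, Elovl6, Fads1, Fads2, Fasn and Scd1, so these enrichments overlap. Among those higher in WT, Fisher's test found more genes than chance for glutathione transferases (7 of 21, with 0.404 expected, adjusted p = 2.82e-06) and NRF2 targets (4 of 18, with 0.346 expected, adjusted p = 0.00562). Gluconeogenesis had 2 of 11, with 0.267 expected, adjusted p = 0.105, among those lower. The lists were written with Supplementary Data 1 in view, which holds 9 of the lipogenesis genes, 9 of the glutathione transferases and 5 of the NRF2 targets, so these counts are not independent evidence. By camera, which compares a list with the other genes at a preset correlation of 0.01, lipogenesis went down in WT against GUS (adjusted p = 0.000130; adjusted p = 0.477 with an estimated correlation), as did triglyceride synthesis (adjusted p = 0.000461; adjusted p = 0.477 with an estimated correlation), and glutathione transferases went up (adjusted p = 0.00459; adjusted p = 0.495 with an estimated correlation). With an estimated correlation camera called no list, with the lowest adjusted p = 0.477 in WT against GUS, adjusted p = 0.579 in mut against WT and adjusted p = 0.403 in mut against GUS. At an unadjusted p under 0.05 it had 1, 2 and 3 lists. The self-contained test fry called lipogenesis (adjusted p = 0.0444), fatty acid biosynthesis (adjusted p = 0.0474) and triglyceride synthesis (adjusted p = 0.0444) in mut against WT. It was not limited to lipid lists in WT against GUS. There fry also called macrophages (adjusted p = 0.0123), endothelial cells (adjusted p = 0.0239), red blood cells (adjusted p = 0.0188) and mitochondrial mRNAs (adjusted p = 0.0123), among others.

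**Figure D2:**
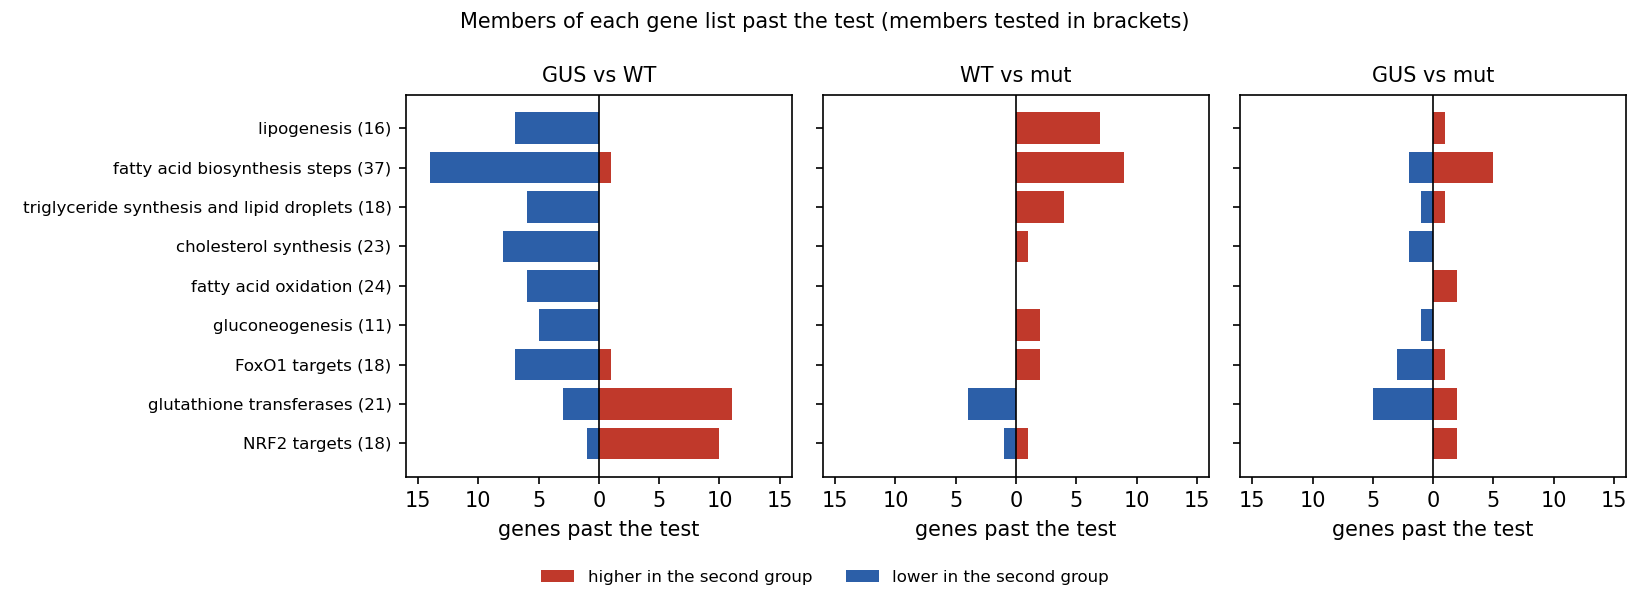
Number of genes higher (red) and lower (blue) at an adjusted p under 0.05 in each of 9 metabolic gene lists (horizontal axes, genes), for WT against GUS, mut against WT and mut against GUS. In WT against GUS the lipid lists hold more lower than higher genes, 7 lower of 16 in lipogenesis, and glutathione transferases 11 higher of 21.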

The list comprises numerous metabolic genes, and the gene ontology analysis showed enrichment of genes associated with fatty acid metabolism, redox regulation, and glucose metabolism, suggesting that CtBP2 is a bona fide master regulator of global metabolism (Fig. 7c–e). Principal component analysis also supports the Rossmann fold-dependent transcriptional regulation (Fig. 7f). Moreover, KEGG pathway analysis showed most of the steps in fatty acid biosynthesis are under the control of CtBP2 in a Rossmann fold-dependent manner (Supplementary Fig. 8b). 

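Over all 13989 genes, the first principal component separated GUS livers from livers given either CtBP2, and on the second mut livers lay lower on average. The first 3 components of log2 CPM held 27.9%, 11.1% and 9.43% of the variance. On the first, GUS livers lay at -25.3 ± 10.4 (SD, n = 7), WT livers at 16.5 ± 8.96 (SD, n = 7) and mut livers at 8.86 ± 13.9 (SD, n = 7). On the second they lay at 4.18 ± 10.2, 9.76 ± 7.31 and -13.9 ± 9.75. The distance between group centroids over all genes was 44.9 for GUS and WT, 29.3 for WT and mut and 39.9 for GUS and mut. Other splits of the mice of each pair seldom gave a distance as large (exact permutation test over all 7 against 7 splits, p = 0.000583, 0.00117 and 0.000583, adjusted 0.000874, 0.00117 and 0.000874). Over the 142 genes of Supplementary Data 1 tested here, which were chosen on these mice, the first component ran from GUS at -5.48 ± 1.98 over mut at -0.844 ± 2.78 to WT at 6.33 ± 2.63. The distances over these genes were 11.9 for GUS and WT, 8.09 for WT and mut and 6.41 for GUS and mut. Among these genes were G6pc, Scd1, Fasn, Fads2 (a fatty acid desaturase) and Insig2, which were lower in WT than in both other groups, and H19, which was higher. GUS replicate 2 stood apart from its group on the first component (-47.4) and mut replicate 20 on the second (7.16). From the enrichment among the regulated genes the paper proposes that CtBP2 is a master regulator of metabolism, and it cites the principal component analysis for the same dependence on the Rossmann fold.

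**Figure D3:**
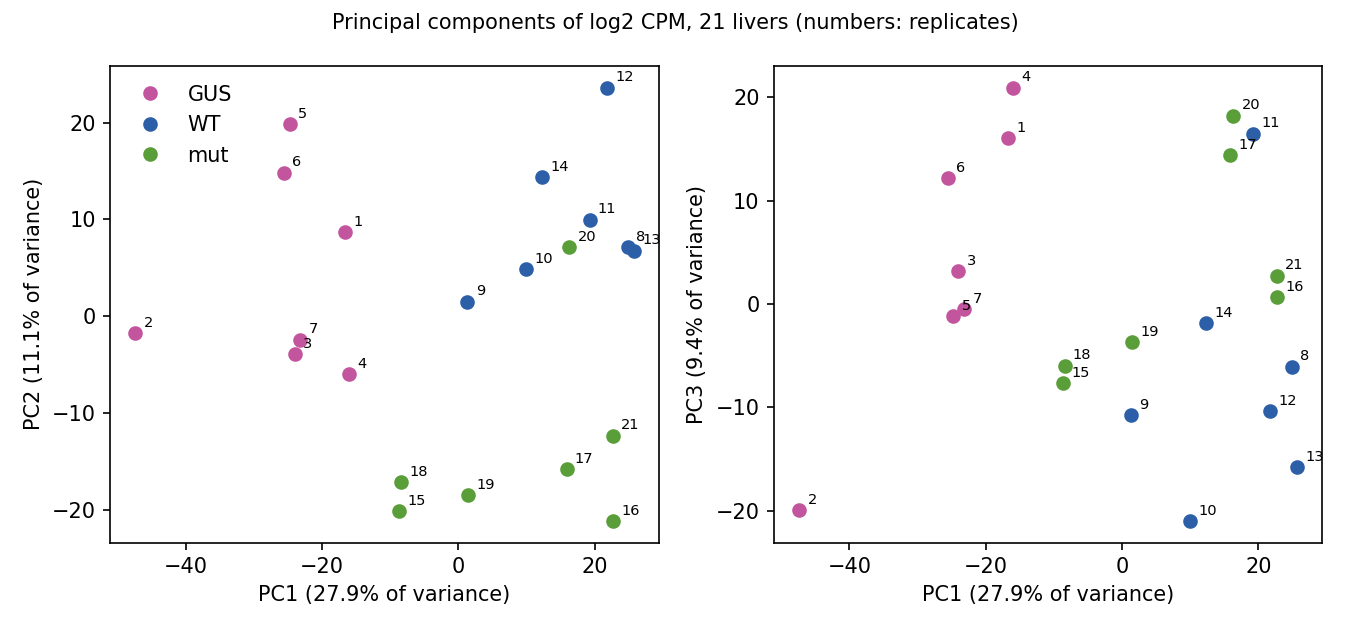
Positions of the 21 livers on principal components 1 and 2 (left) and 1 and 3 (right) of log2 CPM over 13989 genes, in units of the component scores, with each point 1 mouse, numbered by replicate and colored by group. GUS livers have the lowest scores on component 1, from -47.4 upward, and mut livers the lowest mean on component 2.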

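Of 37 genes for the steps of fatty acid biosynthesis, 14 were lower, 1 higher and 22 did not pass the test in WT against GUS (20 lower and 3 higher when adjusted over the list alone). In mut 9 were higher than in WT and 28 did not pass the test (16 higher when adjusted over the list alone). The study's rule was met by 12, all lower in WT than in both other groups. Several desaturases and elongases fell. Fads2, the delta-6 desaturase, fell by 1.58 (standard error 0.25, adjusted p = 0.000125) and rose in mut by 0.93 (standard error 0.24, adjusted p = 0.0287). Elovl3, an elongase of very long chain fatty acids, fell by 1.79 (standard error 0.23, adjusted p = 1.43e-05) and rose by 0.98 (standard error 0.23, adjusted p = 0.0154). Fads1, the delta-5 desaturase, fell by 1.09 (standard error 0.20, adjusted p = 0.000581) and had 0.57 (standard error 0.20, adjusted p = 0.0977) from WT to mut. Elovl5 fell by 1.22 (standard error 0.26, adjusted p = 0.00222) and then had 0.86 (standard error 0.26, adjusted p = 0.0563). Hsd17b12, the 3-ketoacyl-CoA reductase of elongation, fell by 0.65 (standard error 0.10, adjusted p = 0.000184) and rose by 0.40 (standard error 0.10, adjusted p = 0.0275). The acyl-CoA synthetase Acsl5 fell by 0.62 (standard error 0.083, adjusted p = 1.97e-05) and rose by 0.44 (standard error 0.082, adjusted p = 0.00361). Against the others, the acyl-CoA synthetase Acsl4 rose in WT by 0.60 (standard error 0.13, adjusted p = 0.00178). Between GUS and mut, 5 were higher and 2 lower (2 lower and 5 higher when adjusted over the list alone). The higher ones were Acsl4 and, named after their values were seen, Acaca, Elovl7, Acot2 and Acot7, and the lower ones Elovl2 and Elovl3 (-0.80, standard error 0.22, adjusted p = 0.0156). The call of Acsl4, GUS vs mut was lost without any of GUS replicates 2, 3, 4, 5, 6 and 7 and mut replicates 16, 18, 19, 20 and 21 (0.33 to 0.38) and that of Elovl2, GUS vs mut without GUS replicate 2 (-0.37). Elovl3 also varies with sex in mouse liver, and the genes Acaa1a and Acaa1b in this list serve peroxisomal β-oxidation, which also shortens very long chain fatty acids. Fads1 lies on chromosome 19 from 10182888 to 10196870, Fads2 on chromosome 19 from 10064164 to 10101503 and Elovl3 on chromosome 19 from 46131897 to 46135694 (mm10). The list was drawn up from the pathway with Supplementary Data 1 in view, which holds 11 of its genes. The call of Fads2, WT vs mut was lost on leaving out any of WT replicates 8, 12 and 13 and mut replicates 15, 18 and 19 (0.76 to 0.88), and that of Hsd17b12, WT vs mut without any of WT replicates 8, 12 and 13 and mut replicates 15, 18 and 19 (0.35 to 0.39).

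**Figure D4:**
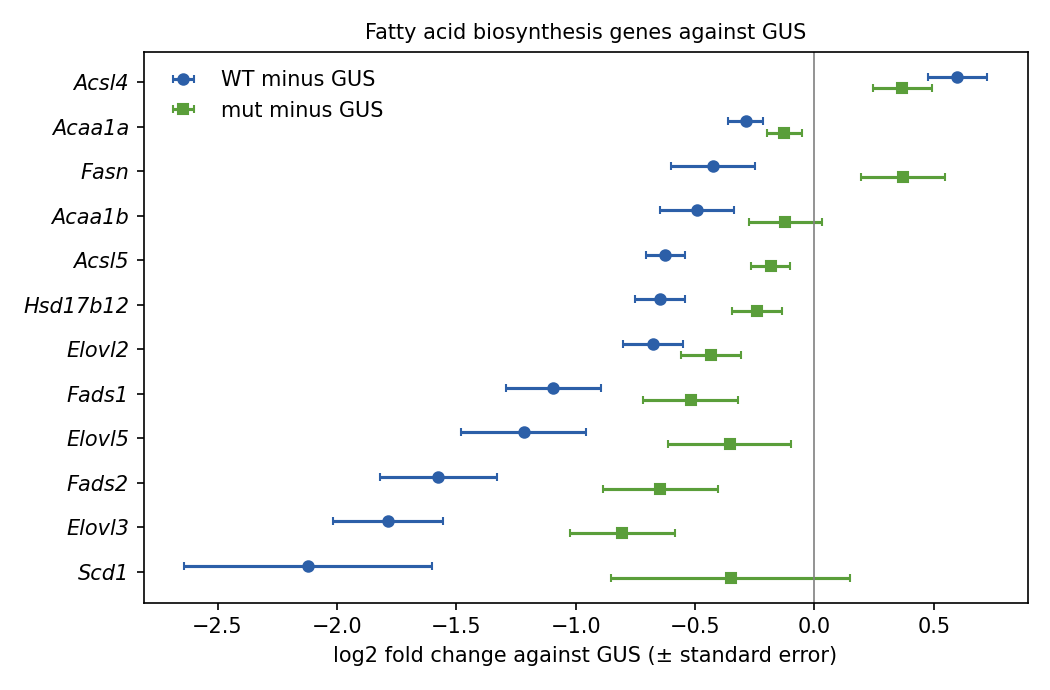
Log2 fold change against GUS (horizontal axis) of 12 genes of fatty acid biosynthesis in WT (blue circles) and mut (green squares) livers, 7 mice per group, with lines for the standard error. Scd1 lies at -2.12 in WT and -0.35 in mut, and Acsl4 at 0.60 and 0.37.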

To better understand the role of the Rossmann fold, we performed a series of additional experiments. NADH-induced CtBP2/FoxO1 complex formation was competed with increasing concentrations of fatty acyl-CoA using cell lysates (Supplementary Fig. 8c). This observation was further confirmed using purified recombinant proteins to observe the specific interaction, where the metabolite sensing capability was abolished by the Rossmann fold mutation (Fig. 7g). The adenosine structure of NADH and palmitoyl-CoA shares the occupancy in the Rossmann fold in our structural modeling (Figs. 2c and 7h), which could explain the competitive nature of binding of these two metabolites. As we described, the acyl-chain moiety of palmitoyl-CoA located at the dimerization interface of CtBP2 to further inhibit CtBP2 activation (Figs. 2c and 7h). These observations raise a question whether, or to what extent, short chain acyl-CoAs would have inhibitory effects on CtBP2. Therefore, we additionally examined acetyl-CoA which has only two carbons in its acyl-chain with multifaceted roles in transcriptional regulation^46^. Intriguingly, acetyl-CoA decreased the CtBP2/FoxO1 complex formation in both experimental settings using cell lysates and recombinant proteins (Supplementary Fig. 8d and Fig. 7i) and the effect was modest compared to oleoyl-CoA. This modest effect of acetyl-CoA fits well with our model: acetyl-CoA can compete for the Rossmann fold with its CoA moiety while the short acyl-chain would be insufficient to physically block the dimerization. Our computer-assisted structural modeling further supported this idea (Supplementary Fig. 8e). The short acyl-chain protrudes from a CtBP2 molecule to prevent it from interacting with another CtBP2 molecule, which appears to be less potent to inhibit the dimerization compared to the long acyl-chain. Quantification of the interactions of recombinant proteins in Fig. 7g, i further clarified the effects of the acyl-chain length, where higher concentrations of acetyl-CoA were required to completely suppress the NADH-mediated formation of the CtBP2/FoxO1 interaction. We attempted to obtain more detailed structural information of CtBP2 complexed with palmitoyl-CoA by the first-principles calculations based on fragment molecular orbital (FMO) method. The residues which located close to the acyl-chain moiety were represented in Fig. 7j, suggesting that the acyl-chain moiety formed stable hydrophobic interactions. Especially, W324 appeared to have the highest interaction energy among those key residues (Supplementary Fig. 8g). The acyl-chain moiety located at the interface of CtBP2 dimer, which ensures the reliability of our docking simulation (Figs. 2c and 7h) and further support our proposed model. To validate this in silico analysis, we generated alanine mutants for those key residues. Expression levels of these mutants were reduced compared to wild-type CtBP2 and interaction of those CtBP2 mutants with FoxO1 was markedly diminished, implicating these residues are critical for the dimeric activation of CtBP2 (Supplementary Fig. 8h). Although the diminished CtBP2/FoxO1 interaction hampered a fair assessment of the effects of those mutations on the responses to fatty acyl-CoA, H321A and W324A mutations appeared to abolish the responses to fatty acyl-CoA, that fits well with our interaction energy estimation (Supplementary Fig. 8g). Overall, acyl-chain moiety of fatty acyl-CoAs appears to interact with key residues in CtBP2 required for its dimeric assembly. Lastly, we performed molecular dynamics (MD) simulation where palmitoyl-CoA was allowed to interact with either monomeric form or dimeric form of CtBP2 (Supplementary Movies 1 and 2). MD simulation is a method for predicting the physical movements of biopolymers according to the Newtonian equation of motion. And this method can be applied to predict the thermodynamic stability of proteins-compounds complex. In this approach, the CoA moiety was accommodated in the Rossmann fold pocket in both forms of CtBP2 as expected. On the other hand, the acyl-chain moiety exhibited unrestricted movement with the monomeric form of CtBP2 while it was stabilized at the dimerization interface with dimeric form of CtBP2 where the fluctuation of the residues was quantified using root mean square fluctuations (RMSF) (Supplementary Fig. 8i). This additional study further supported our idea that the CoA moiety and the fatty acyl-chain moiety interact with the Rossmann fold and the dimerization interface, respectively. Moreover, these data indicate that fatty acyl-CoAs may energetically favor the dimeric form of CtBP2 as their target.

**Fig. 7:**
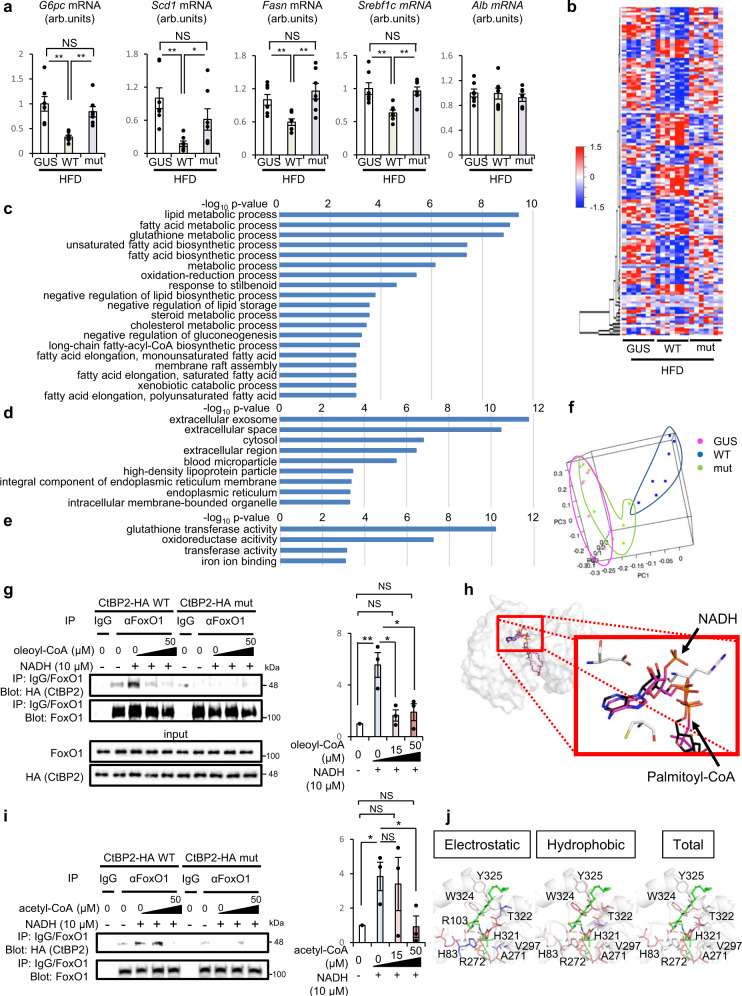
The structure–function relationships in CtBP2 reveals critical coupling of metabolite-sensing with transcriptional regulation. **a** Either wild-type CtBP2 (WT), CtBP2 mutated in its Rossmann fold (mut) or a control gene (GUS) was expressed in the liver of diet-induced obese (HFD) mice by adenoviral transduction and the expression of metabolic genes was analyzed (*n* = 7, biologically independent animals, 6-h fasted, *p* values for GUS vs WT/WT vs mut are follows: 8.6 × 10^−4^/5.4 × 10^−4^ (*G6pc*), 1.1 × 10^−3^/0.048 (*Scd1*), 4.0 × 10^−3^/3.3 × 10^−3^ (*Fasn*), and 2.9 × 10^−3^/8.2 × 10^−4^ (*Srebf1c*), respectively). **b** Heatmap showing gene expression levels examined by RNA-seq. **c**–**e** Gene ontology analysis of RNA-seq data. Biological process (**c**), cellular component (**d**), molecular function (**e**). **f** Three-dimensional principal component analysis. Pink: GUS, blue: wild-type CtBP2, green: mutant CtBP2. **g** The CtBP2/FoxO1 complex formation was analyzed using purified recombinant proteins in vitro. Increasing concentrations of oleoyl-CoA (0, 15, 50 μM) with indicated concentrations of NADH (0 or 10 μM) were included. The *p* values are as follows: 9.0 × 10^−3^ for control vs NADH+/oleoyl-CoA 0 μM, 0.021 for NADH+/oleoyl-CoA 0 μM vs NADH+/oleoyl-CoA 15 μM, 0.035 for NADH+/oleoyl-CoA 0 μM vs NADH+/oleoyl-CoA 50 μM. **h** Computer-assisted structural analysis of CtBP2 with NADH and palmitoyl-CoA. For comparison, images of NADH and palmitoyl-CoA were overlaid. **i** The effect of acetyl-CoA on CtBP2/FoxO1 interaction using recombinant proteins in the same setting as in **g**. The *p* values are as follows: 0.026 for control vs NADH+/acetyl-CoA 0 μM, 0.81 for NADH+/acetyl-CoA 0 μM vs NADH+/acetyl-CoA 15 μM, 0.048 for NADH+/acetyl-CoA 0 μM vs NADH+/acetyl-CoA 50 μM. Quantification of the recombinant protein interactions represented in Fig. 7g, i is shown to the right of each blot. Experiments were repeated three times for each. **j** Strucural modeling of CtBP2 complexed with palmitoyl-CoA by the first-principles calculations FMO. Part of the acyl-chain moiety is depicted in green. Data are expressed as the mean ± SEM. *, **, and NS denote *p* < 0.05, *p* < 0.01, and non-statistical significance evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

### Dimerization is a key step for CtBP2 activation

To further reinforce our hypothesis, we attempted to design constitutively active mutants of CtBP2 based on our structural modeling. Since CtBP2 forms dimers and multimers upon activation^24,39^, we screened 79 amino acid residues in the CtBP2 protein facing the dimerization interface and calculated the predicted changes of protein stability and dimerization affinity for all of the possible mutations (1660 mutations in total) based on the difference of free energy (Fig. 8a and Supplementary Data 2). First of all, we generated 11 CtBP2 mutants with high scores for their stability and affinity in this in silico screen and examined the CtBP2/FoxO1 interaction, where the presence of ALA201HIS mutation most strikingly accelerated the CtBP2/FoxO1 interaction (Supplementary Fig. 9a). Indeed, increased dimer formation of this mutant was demonstrated by co-immunoprecipitation of differentially tagged constructs (Fig. 8b). The ALA201HIS mutant CtBP2 was relatively resistant against oleoyl-CoA-mediated inactivation although the mutation did not confer complete resistance (Fig. 8c). We further exogenously expressed this mutant CtBP2 along with wild-type CtBP2 in the liver of diet-induced obese mice (Supplementary Fig. 9b). The ALA201HIS mutant CtBP2 more potently ameliorated diabetes and hepatic steatosis than wild-type CtBP2 without inducing any changes in body weights (Fig. 8d, e and Supplementary Fig. 9c). As expected, the presence of this mutation increased the CtBP2/FoxO1 complex formation in vivo (Supplementary Fig. 9d) and potentiated the repressive activities of CtBP2 on the gluconeogenic and lipogenic programs (Fig. 8f, g) while the expression of non-specific gene (*Alb*) was not affected (Supplementary Fig. 9e). Here again, we further analyzed plasma lipid profile, and plasma total cholesterol was decreased by CtBP2 overexpression while plasma triglyceride was unchanged (Supplementary Fig. 9f). These metabolic benefits achieved with CtBP2 activation prompted us to measure energy expenditure of these mice that was tended to be increased by WT CtBP2 overexpression (Supplementary Fig. 9g).

**Fig. 8:**
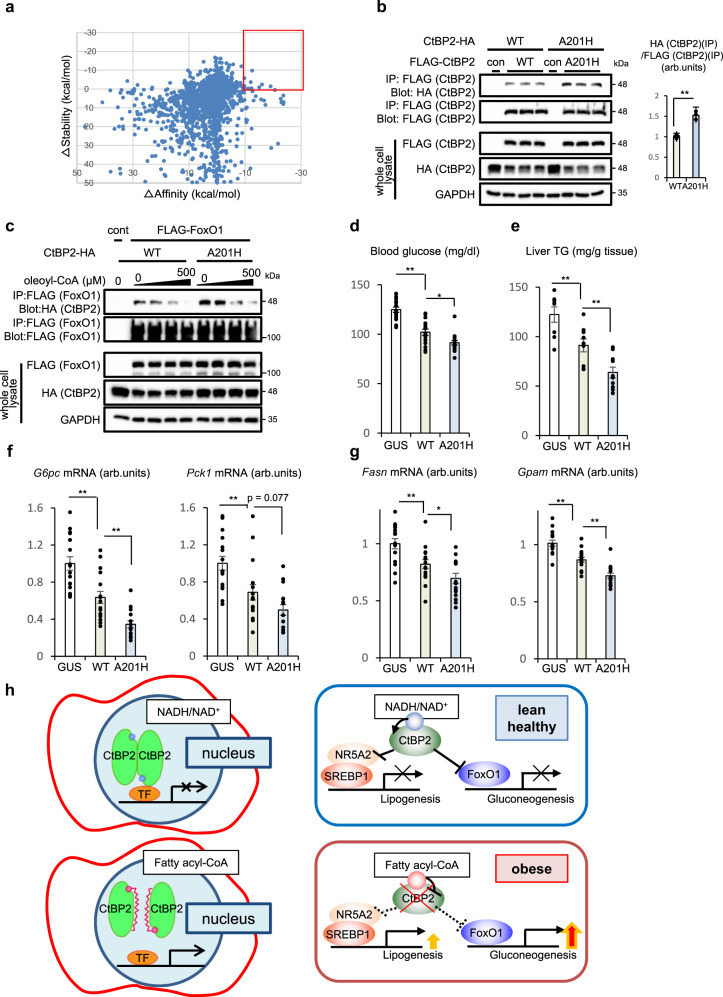
Dimerization is a key step for CtBP2 activation. **a** Screening of mutations to stabilize the CtBP2 dimerization based on the computer-assisted structural analysis. *y*-axis: △stability, *x*-axis: △affinity. Red rectangle shows promising mutations to potentially promote CtBP2 dimerization. **b** Examination of dimer formation by co-immunoprecipitation of differentially tagged CtBP2 (interaction between FLAG-CtBP2 and CtBP2-HA, *n* = 3 biologically independent cells for each group, *p* = 1.3 × 10^−3^). **c** Cell lysates were obtained from HEK293 cells expressing either wild-type (WT) CtBP2 or ALA201HIS mutant (A201H) CtBP2 with FLAG-FoxO1, and the CtBP2/FoxO1 complex was detected in the presence of the increasing concentrations of oleoyl-CoA (0, 50, 150, 500 μM). **d**–**g** Adenovirus-mediated expression of either GUS, wild-type CtBP2 (WT), or ALA201HIS mutant CtBP2 (A201H) in diet-induced obese mice (3 days after transduction, overnight fasted). **d**, **e** Blood glucose levels (**d** *n* = 16, biologically independent animals, *p* = 5.9 × 10^−6^ and 0.012 for GUS vs WT and WT vs A201H, respectively) and liver triglyceride content (**e** *n* = 8, biologically independent animals, *p* = 7.5 × 10^−3^ and 4.7 × 10^−3^ for GUS vs WT and WT vs A201H, respectively). **f**, **g** Expression levels of gluconeogenic (*G6pc, Pck1*, **f** *p* = 8.2 × 10^−4^ and 7.2 × 10^−4^ for GUS vs WT and WT vs A201H (*G6pc*), *p* = 8.8 × 10^−3^ and 0.077 for GUS vs WT and WT vs A201H (*Pck1*), respectively) and lipogenic (*Fasn*, *Gpam*, **g** *p* = 5.1 × 10^−3^ and 0.047 for GUS vs WT and WT vs A201H (*Fasn*), *p* = 1.6 × 10^−4^ and 1.5 × 10^−4^ for GUS vs WT and WT vs A201H (*Gpam*), respectively) genes (*n* = 16, biologically independent animals). **h** Schematic representation of a proposed model. Data are expressed as the mean ± SEM. * and ** denote *p* < 0.05 and *p* < 0.01 evaluated by unpaired two-tailed Student’s *t*-test, respectively. Source Data are provided as a Source Data file.

Overall, these data support our model where CtBP2 integrates metabolic flux to control glucose and lipid homeostasis in liver (Fig. 8h). The metabolite imbalance between NADH/NAD^+^ and fatty acyl-CoA predisposes to obesity-associated metabolic disturbances through inactivation of CtBP2.

## Discussion

In this study, we identified a metabolite-driven system regulated by a corepressor CtBP2 that integrates metabolic fluxes to orchestrate glucose and lipid homeostasis in liver. Our findings redefined the role of CtBP2 as a sensor for multiple classes of metabolic intermediates rather than a sensor specifically designated for redox state. Furthermore, identification of FoxO1 as an obligate partner of CtBP2 opened an avenue for unraveling the metabolic response program orchestrated by CtBP2. 

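Part of the genes that WT changed were also changed by mut. Of 1655 genes higher in WT than in GUS, 780 (47.1%) were also higher in mut than in GUS and 167 fell from WT to mut. Of 1712 genes lower in WT, 727 (42.5%) were also lower in mut and 240 rose from WT to mut (adjusted p under 0.05 in edgeR each time). In mut against GUS 1366 genes were higher and 1190 lower (1168 and 1387 with upper-quartile factors, so which direction has more genes depends on the scaling). Genes that rose with either form of CtBP2 include Spink3, a trypsin inhibitor (2.34, standard error 0.36, adjusted p = 0.000104, in WT and 2.46, standard error 0.36, adjusted p = 0.000176, in mut) and Gpc3, glypican 3 (2.83, standard error 0.51, adjusted p = 0.000492, and 2.39, standard error 0.51, adjusted p = 0.00339). Muc13, a membrane mucin, rose with both as well (3.49, standard error 0.38, adjusted p = 2.82e-06, and 2.64, standard error 0.38, adjusted p = 0.000168). Those that fell with either include Apoa1, the main protein of high-density lipoprotein (-0.83, standard error 0.093, adjusted p = 3.51e-06, and -0.86, standard error 0.093, adjusted p = 1.16e-05) and Igfbp2 (-1.30, standard error 0.21, adjusted p = 0.000175, and -1.41, standard error 0.21, adjusted p = 0.000222). Mmp12, a macrophage elastase, fell with both as well (-1.73, standard error 0.23, adjusted p = 2.04e-05, and -1.92, standard error 0.23, adjusted p = 2.90e-05). In a list of 13 genes of the CtBP complex and its partners, 4 were higher and 1 lower in WT than in GUS (1 lower and 4 higher when adjusted over the list alone). They were Ctbp2 itself, Ctbp1, Hdac1 (0.19, standard error 0.050, adjusted p = 0.00936), Ehmt1 and, lower, Srebf1. Ehmt1, GUS vs WT (0.13, standard error 0.042, adjusted p = 0.0288) was not called on leaving out any of GUS replicates 2 and 6 and WT replicates 10 and 11 (0.11 to 0.12). Foxo1 had 0.13 (standard error 0.087, adjusted p = 0.295) and Nr5a2, which encodes LRH1, 0.13 (standard error 0.062, adjusted p = 0.143). The log2 fold changes of WT and mut, each against GUS, correlated across genes with r = 0.761. Genes are not independent replicates and both use the same GUS libraries, so data simulated without an effect gave r = 0.492. With the GUS libraries split between the comparisons the median was r = 0.612 over 35 splits. The covariance was 0.111 against 0.0134 simulated, a difference of 0.0980. The 780 and 727 shared genes compare with 162 and 146 for independent lists. With split GUS libraries 268 and 193 were shared against 43.8 and 36.0. For the log2 fold changes of WT against GUS and WT against mut, which share the WT libraries, r was 0.464 (simulated 0.503, split 0.298) and the covariance 0.0497 against 0.0138 simulated, a difference of 0.0359.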

Comprehensive resolution of CtBP2-mediated transcriptional programs by ChIP-seq and RNA-seq analyses convincingly demonstrated that the primary role of CtBP2 is regulation of metabolic pathways with profound dependence on its Rossmann fold. Importantly, inactivation of CtBP2 is the critical defect in the pathogenesis of obesity leading to metabolic inflexibility while activation of CtBP2 can be a therapeutic approach for the obesity-induced metabolic diseases. These findings led to a discovery that NAD(H) and fatty acyl-CoA, two metabolites without any direct connections reported, are inseparably connected through CtBP2 and the balance between these two metabolites can be a gauge reflecting cellular metabolic homeostasis.

The structure–function relationships revealed in this study clearly support our model where metabolite sensing in the Rossmann fold is tightly coupled with allosteric alterations of the CtBP2 activity that is regulated at the level of dimerization. Interestingly, fatty acyl-CoAs have two different sites of action to inhibit the dimerization: CoA moiety in the Rossmann fold pocket and long-chain fatty acyl moiety at the dimerization interface (Figs. 7h, j and 8h and Supplementary Movies 1 and 2). It is of note that CtBP2 preferably monitors NADH/NAD^+^ and fatty acyl-CoAs among numerous adenosine derivatives since redox imbalance^18,19,47^, excess fatty acid influx^7,16,48^ resulting in accumulation of fatty acyl-CoAs^14,15^ are hallmarks of a wide range of diseases.

While the repressor activity of CtBP2 seems to be regulated primarily at allosteric level upon binding to metabolic intermediates, the amount of CtBP2 also seems to be important. Our DSF assay also raised an important possibility that CtBP2 could be degraded even around our body temperature upon binding to fatty acyl-CoAs, which is of interest in terms of proteostasis (Fig. 2e). In this study, CtBP2 protein expression tended to be decreased in some obese models (Fig. 3e, i, Supplementary Fig. 4f and Supplementary Fig. 5c), which may be reflection of the fatty acyl-CoA-mediated CtBP2 protein degradation.

We exogenously expressed CtBP2 without changing hepatic metabolic intermediates in the liver of obese mice resulting in restoration of CtBP2/FoxO1 interaction. Although the affinity of CtBP2 for NAD^+^ is much lower than that for NADH, NAD^+^ still has capability to activate CtBP2 (ref. ^20^) and the relative amount of NAD^+^ is more than 100-fold higher than NADH in cells^49^. Therefore, exogenously expressed CtBP2 could be inefficiently activated by utilizing intracellular NAD^+^ pool or other adenosine derivatives with low affinities^50^.

We estimated the binding affinity of CtBP2 for NADH and oleoyl-CoA using MST. The *K*_d_ of CtBP2 for oleoyl-CoA estimated in this study seems to be within the range of the physiological concentrations (~150 μM)^51^ although there might be some technical limitations in both estimation of *K*_d_ using MST and that of actual subcellular fatty acyl-CoA concentrations. Estimated *K*_d_ of CtBP2 for NADH using MST in this study is higher than that reported previously with other assays (~100–1000 nM)^20,24,25^. This discrepancy may result from the differences of detection systems, protein concentrations applied (500 nM in our study is significantly lower than 2–20 μM in other studies), possible posttranslational modification of proteins (produced in insect cells in our study and prokaryotic expression system in others) or length of the recombinant protein (full-length CtBP2 in our study compared to CtBP2 lacking part of both termini in other studies). The temperature-gradient required for MST may have affected the stability of NADH. Since *K*_d_ reflects both *K*_on_ and *K*_off_, higher *K*_d_ does not necessarily indicate low binding affinity. If it is due to an increase in *K*_off_, it would be more suitable as a metabolic sensor that quickly responds to metabolic alterations. The precise determination of *K*_d_ may warrant further investigation. Regardless of this issue, the changes of thermophoretic properties induced by oleoyl-CoA in the MST assay was robust enough compared to the authentic ligand NADH, which supports our hypothesis together with the substantial thermal shifts observed in the DSF assay. It is of note that the DSF assay clearly demonstrated not only the direct binding of CtBP2 with both NADH and fatty acyl-CoAs but also the opposing effects on the conformation of CtBP2 induced by the binding of these two metabolites.

Transcriptional regulation is tightly coupled with the remodeling of chromatin architecture. Histones undergo a wide variety of acylation while the most preferred is acetylation or modifications with other short chain acyl derivatives^52^, and the acetylation of histones decompacts chromatin to activate transcriptional programs^53^. In this sense, it is an intriguing observation that the acetylation donor, acetyl-CoA can derepress the gene repression mediated by a non-histone protein CtBP2, shedding light on the additional role of acetyl-CoA to activate transcriptional program. Moreover, while long-chain fatty acyl-CoAs have been underexplored in the transcriptional regulation, our study demonstrated that CtBP2 is the key molecule linking this acyl derivatives to transcriptional regulation. CtBP2 has been known to bind to its target transcription factors where CtBP2 recruits histone-modifying enzymes such as HDACs (histone deacetylases), LSD1/KDM1A (lysine-specific demethylase 1, lysine demethylase 1A), and EHMT1/2 (euchromatic histone methyltransferase 1/2) to alter the chromatin architecture^45^. Thus, long-chain fatty acyl-CoAs would remodel chromatin by modulating CtBP2 activity and altering recruitment of epigenomic modifiers at specific loci. Together with the fact that fatty acyl-CoAs are increased in obese liver (Fig. 3m, n and ref. ^43^), CtBP2 could be a key molecule linking the spill over of lipids in obesity to dysregulated metabolic programs. Indeed, exogenous expression of CtBP2 resulted in the deposition of repressive histone marks at the *G6pc* gene promoter where FoxO1 resides (Supplementary Fig. 7f), suggesting alteration of the chromatin architecture would be the key mechanism of CtBP2-mediated repression of FoxO1 and SREBP1. The components of the transcriptional complexes may vary in different contexts such as metabolic milieu, target transcription factors, and genomic loci that await further investigations.

The CtBP2/FoxO1 complex clearly responded to metabolic cues in physiological conditions: glucagon, glucocorticoid, insulin, and glucose in this study (Fig. 3a–d and Supplementary Fig. 4a). Interestingly and consistent with our observation, glucagon was reported to stimulate hepatic gluconeogenesis through an increase in fatty acyl-CoAs and acetyl-CoA generated from intrahepatic lipid mobilization^54^. Glucocorticoid may also increase cellular fatty acyl-CoAs through inhibition of mitochondrial activity^55^ while insulin potently suppresses adipose lipolysis to decrease hepatic fatty acid influx resulting in a decrease of fatty acyl-CoAs. Therefore, these observations could be explained by the regulation of acyl-CoA concentrations. Glucose has been repeatedly reported to paradoxically increase expression levels of FoxO1-target genes with a potential mechanistic link to the oxidative stress response^55,56^, which is also consistent with the regulation of CtBP2/FoxO1 complex observed in our study (Fig. 3d). Since increased glucose oxidation also inhibits fatty acid oxidation^57^, increased fatty acyl-CoAs may underlie this observation as well. The net effects of these metabolic cues may explain our observation that the activity of CtBP2 is relatively maintained in response to the fasting feeding cycle (Fig. 3a). These observations seem to reflect the fact that cellular homeostasis is maintained with redundancy and compensatory mechanisms in physiological conditions represented here by fasting-feeding cycle while the activity of CtBP2 cannot be maintained in pathological conditions.

In the pathological conditions induced by obesity, CtBP2 dimer formation is disrupted upon binding to fatty acyl-CoAs resulting in dissociation from transcription factors. However, CtBP2 was reported to interact with some of its partners upon monomerization in a specific set of cases^58^, suggesting interactions between CtBP2 and some transcription factors may be rather promoted in obesity. Thus, genetic deletion of CtBP2 may not faithfully mimic obesity-induced allosteric alterations of CtBP2. To address this issue, we may need to accumulate evidence from a wide range of different approaches including small molecule-mediated activation and inhibition of CtBP2.

Insulin stimulates hepatic de novo lipogenesis and suppresses gluconeogenesis in physiological conditions while both pathways are increased in obesity-associated pathological conditions^6^, where it is an urgent clinical need to identify target molecule(s) to properly suppress both pathways as well as other pathology-associated pathways. In this sense, it is an intriguing observation that CtBP2 suppresses both pathways as well as metabolic inflammation^59,60^ (Fig. 3j, Supplementary Fig. 1c and Supplementary Data 1) which is also supported by a recent report^61^. Together with the structure–function relationships, it is an attracting and plausible possibility to identify CtBP2-activating small molecule(s) targeting the Rossmann fold, which is currently under extensive investigation. This idea is further supported by a genome wide association study showing the association of a human CtBP2 gene variant with body mass index, implicating the relevance of CtBP2 in human obesity^62^.

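Part of the inflammatory genes listed were lower with WT than with GUS in the RNA-seq of obese livers, and part were lower with mut than with GUS. Of 17 inflammatory mediators, 6 were lower and 11 did not pass the test in WT against GUS (10 lower when adjusted over the list alone). The chemokine Ccl2 fell by 1.10 (standard error 0.27, adjusted p = 0.00567). Tnf, tumor necrosis factor, fell by 1.18 (standard error 0.26, adjusted p = 0.00285), and the adhesion molecule Vcam1 fell by 1.13 (standard error 0.22, adjusted p = 0.00102). In mut against GUS 7 of the 17 were lower and 1 higher (7 lower and 1 higher when adjusted over the list alone). Ccl2 was at -0.87, Tnf at -0.85 and Vcam1 at -0.99, and Cd14, a co-receptor for endotoxin, higher (0.89). Between WT and mut no inflammatory mediator passed edgeR's test (3 were higher at an unadjusted p under 0.05, and 0 by DESeq2). Of 24 interferon response genes, 6 were lower in WT than in GUS and 12 in mut than in GUS (6 and 16 lower when adjusted over the list alone). The chemokine Cxcl9 fell by 1.73 (standard error 0.24, adjusted p = 3.76e-05) in WT and fell by 1.53 (standard error 0.24, adjusted p = 0.000347) in mut, each against GUS. From WT to mut none passed edgeR's test (4 were lower when adjusted over the list alone, 10 at an unadjusted p under 0.05, and 3 by DESeq2). Of 27 acute phase proteins, 3 were lower, 1 higher and 23 did not pass the test in WT against GUS (3 lower and 1 higher when adjusted over the list alone). Crp, C-reactive protein, fell by 0.99 (standard error 0.12, adjusted p = 8.81e-06) and rose in mut against WT by 0.44 (standard error 0.12, adjusted p = 0.0379), the only one of the list called there (7 higher when adjusted over the list alone). Apcs, serum amyloid P, rose in WT (0.90). The call of Apcs, GUS vs WT was lost on leaving out any of GUS replicates 2, 3 and 4 and WT replicates 12 and 13 (0.81 to 0.88). Supplementary Data 1 holds 8 genes of this list, so it is not independent of that table, and none of the inflammatory mediators or interferon genes. Some marker genes of immune cells were also lower, and so were some of other cells. Of 12 endothelial genes 11 were lower in WT and 4 in mut than in GUS (12 and 11 when adjusted over the list alone), and of 6 red blood cell genes 3 and 6 (5 and 6). Of 14 macrophage genes 5 were lower in WT and 10 in mut than in GUS (13 and 11 when adjusted over the list alone), among them Cd5l, a secreted Kupffer cell protein (-1.09, standard error 0.26, adjusted p = 0.00432, in WT). Of 5 B cell genes 3 were lower in WT and 4 in mut (4 and 5 when adjusted over the list alone). For 12 T and NK cell genes the counts were 1 and 2 (1 and 2 when adjusted over the list alone). Of 9 neutrophil genes, 8 were lower in mut than in GUS and 0 in WT (8 and 0 when adjusted over the list alone; 1 in WT at an unadjusted p under 0.05, and 0 by DESeq2). The call of Crp, WT vs mut was lost on leaving out any of WT replicates 8, 9, 10, 13 and 14 and mut replicates 15, 17 and 18 (0.30 to 0.44). That of Tnf, GUS vs mut was lost without any of GUS replicates 2 and 4 (-0.78 to -0.71), and that of Ccl2, GUS vs mut without any of GUS replicate 5 and mut replicates 17 and 19 (-0.80 to -0.78).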

To explain the lipogenic pathway, we identified the CtBP2/NR5A2(LRH-1)/SREBP1 complex. The existence of an intermediary molecule, NR5A2(LRH-1), would confer multiple redundancies and complexities to the CtBP2-mediated repressive effect on SREBP1. The expression pattern of NR5A2(LRH-1), limited in specific tissues (liver, intestine, exocrine pancreas, and ovary^63^), would confer tissue-specific differences to the CtBP2/SREBP1 interaction, and NR5A2(LRH-1)/SREBP1 interaction would also be regulated irrespective of CtBP2 activity.

While we demonstrated the direct interaction between CtBP2 and FoxO1, FoxO1 activity has been reported to be regulated at the level of subcellular trafficking in response to hormonal stimuli^64^. Although supraphysiological concentrations of insulin may completely eliminate FoxO1 protein from the nucleus, some may remain on the DNA elements under non-extreme conditions as shown in our study (Fig. 4c and Supplementary Fig. 5b, c). It has been also shown that insulin inhibits the FoxO1 activity without nuclear exclusion^65,66^. Our data suggest that the regulation of FoxO1 activity may be more redundant than the predominantly accepted view. In addition, there also seems to be FoxO1-independent pathway(s) in the repression of hepatic gluconeogenesis by CtBP2 (Fig. 1e), that is consistent with our motif analysis of ChIP-seq peaks containing several gluconeogenic transcription factors (Supplementary Fig. 1d). Although our data suggest that CtBP2 functions mainly on the DNA element in the nuclei, we do not exclude other possibilities. Careful and sophisticated experimental approaches in the future may reveal other regulatory modes of CtBP2. While we focused CtBP2 between two CtBP isoforms in this study, CtBP1 may also have roles in metabolism. Despite these issues need to be resolved in the future, it is a ground-breaking discovery that CtBP2 confers capabilities to respond to intracellular metabolic alterations to metabolic transcription factors. Our findings support a central role of CtBP2 in global hepatic metabolic control and an exciting therapeutic potential of targeting this mechanism in metabolic diseases.

## Methods

### Animals

All experimental procedures involving animals were conducted according to the guidelines of the Animal Care Committee, University of Tsukuba and the Institutional Animal Care and Use Committee, Harvard T.H. Chan School of Public Health, and all the experimental procedures were approved by these ethics commitees. All mice used were males and maintained on a 12 h dark/light cycle under standard conditions (23.5 ± 2.5 °C, 52.5 ± 12.5% humidity). Leptin-deficient *ob/ob* mice (10 weeks of age) and high-fat diet-induced obese mice (12–16 weeks on high-fat diet) were purchased from the Jackson Laboratories (Bar Harbor, ME). Mice were fed a MCD diet (Oriental Yeast, Tokyo) for a week from 7 weeks of age.

Recombinant adenoviruses encoding either β-glucuronidase (AdGUS), CtBP2 (AdCtBP2) were delivered into mice at a titer of 1.5 × 10^11^ particles/mouse. In the study to examine ALA201HIS mutation, adenoviruses were delivered at a titer of 1.2 × 10^11^ particles/mouse. Glucose tolerance tests and pyruvate tolerance tests were performed by intraperitoneal glucose (1 g/kg for mice on normal chow diet and 0.75 g/kg for diet-induced obese mice) and pyruvate (2 g/kg for mice on normal chow diet and 1 g/kg for diet-induced obese mice) administration following an overnight fast, and insulin tolerance tests were performed by intraperitoneal administration of insulin (0.25 U/kg for mice on normal chow diet and 0.5 U/kg for diet-induced obese mice) following 6-h food withdrawal.

The alteration of the activity of CtBP2 in response to metabolic cues were evaluated as follows: (1) Administration of either glucagon or insulin. We intraperitoneally administered either vehicle, glucagon (200 μg/kg) or insulin (0.4 U/kg) to wild-type mice on a regular diet following 3-h food withdrawal. After 30 min of the administration, the animals were euthanized and liver tissues were collected. (2) Glucocorticoid administration study. Wild-type mice were adrenalectomized and the successful adrenalectomy was confirmed by evaluating the serum corticosterone levels^67^. We intraperitoneally administered either vehicle or dexamethasone (1 mg/kg) to the adrenalectomized mice and liver tissues were collected after 6 h of the administration^67^. (3) Wild-type mice were given intraperitoneal injection of glucose (2 g/kg) following an overnight fast and liver tissues were collected after 30 min of the administration.

Serum ALT activity, total cholesterol, and triglyceride were analyzed using commercial kits (Sigma and Wako). Plasma insulin and glucagon levels were determined by ELISA kits (Levis and R & D systems, respectively). Liver triglyceride was extracted by the chloroform–methanol method and determined by a colorimetric assay (Sigma).

Energy expenditure was measured using the ARCO-2000 Mass Spectrometer System (Arcosystem, Inc). Oil Red O staining was performed as described previously^68^.

### Generation of CtBP2-floxed mice

We attempted to apply CRISPR/Cas9 system to generate mice with floxed allele for CtBP2 gene, and two sgRNAs were designed to introduce loxP sites into intron 4 and intron 6 of CtBP2 gene (the sgRNA sequences are follows: intron 4: actgacatccgctggcccgg, intron 6: ccatggagatagttgagcag). Since we could not obtain floxed allele by a single injection, we performed the second round of injection of sgRNA targeting intron 6 into zygotes carrying the loxP site in intron 4 generated by the first round of injection. We further crossed the CtBP2 flox mice with Alb-Cre transgenic mice to obtain liver-specific CtBP2-deficient mice.

### Primary hepatocyte isolation, analysis of transcription factors, and adenovirus transduction

Primary mouse hepatocytes were isolated as described previously^69^. For adenoviral transduction, shRNA oligonucleotides were cloned into pENTR/U6 vector followed by the recombination with pAd/BLOCK-it-DEST vector (Thermo). The targeted sequences of shRNAs were designed as follows. Control: 5′-GTCTCCACGCGCAGTACATTT-3′, FoxO1: 5′-GCATGTTTATTGAGCGCTTGG-3′, NR5A2(LRH1): 5′-ACACAGAAGTCGCGTTCAAC-3′, CtBP2: 5′-GGGAAGACTAGGACGTGATTA-3′, and 5′-GCCACATTCTCAATCTGTATC-3′. Forkhead response element (FHRE) luciferase (Addgene, Cambridge, MA) was cloned into pAd/PL-DEST vector (Thermo). Adenovirus encoding renilla luciferase was purchased from Vector Biolabs (Philadelphia, PA). Adenoviruses were amplified in HEK293A (R70507, Thermo) cells and purified by CsCl gradient centrifugation. FoxO transcriptional activity was measured in primary hepatocytes following transduction with adenoviruses expressing FHRE luciferase and renilla luciferase for 24 h. Cells were lysed and analyzed using Dual-Glo luciferase reporter system (Promega). Firefly luciferase signal was normalized to renilla luciferase.

### Quantitative real-time reverse transcriptase PCR

Total RNA was isolated using Trizol Reagent (Thermo) and cDNA was synthesized with iScript Reverse Transcription Supermix (Bio-Rad). Quantitative real-time PCR analysis was performed using SYBR Green in ViiA 7 Real-Time PCR systems (Applied Biosystems) as previously described^70^. Data were normalized to acidic ribosomal phosphoprotein P0 (*Rplp0*, 36B4) expression. The primer sequences are shown in Supplementary Table 1.

### Nuclear fatty acyl-CoA content and liver lactate/pyruvate content

Liver nuclei were isolated as described previously without detergent^69^. The lipids in the isolated nuclei were extracted basically by the Bligh-Dyer method using water acidified with acetic acid. Fatty acyl-CoA partitioned into methanol/water phase was collected. Fatty acyl-CoAs were oxidized by fatty acyl-CoA oxidase (Wako, Japan), yielding 2,3-trans-enoyl-CoAs and hydrogen peroxide. The hydrogen peroxide was quantified by a fluorescent detection system (Enzo Life Sciences, NY).

Liver tissues were deproteinated with 0.25 M metaphosphoric acid and the extracted lactate and pyruvate were measured using the fluorometric assay for l-lactate and pyruvate (Cayman Chemical).

### Western blot analysis and co-immunoprecipitation experiments

Proteins were extracted from cells or liver samples with buffer A (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% Nonidet P-40, 1 mM EDTA, 10 mM NaF, 2 mM Na_3_VO_4_) with complete protease inhibitors (Sigma-Aldrich) and subjected to SDS-polyacrylamide gel electrophoresis. Membranes were incubated with anti-FoxO1 (Cell Signaling, C29H4, 1:1000), anti-CtBP (Santa Cruz, E-12, 1:1000), anti-CtBP1 (BD, 612042, 1:1000), anti-CtBP2 (BD, 612044, 1:1000), anti-FLAG (Clontech, 635691, 1:2000), anti-GAPDH (Santa Cruz, FL-335, 1:2000), anti-SREBP1 (LSBio, LS-C179707, 1:1000), anti-ZFPM1 (Santa Cruz, A-6, 1:1000), anti-NR5A2(LRH1) (Novus Biologicals, NBP1-32489, 1:1000) anti-pPKA substrate (Cell Signaling, 100G7E, 1:1000), anti-LMNA (Cell Signaling, 2032, 1:1000), anti-Akt (Cell Signaling, C67E7, 1:1000), anti-pAkt (Ser 473, Cell Signaling, 9271, 1:1000), and anti-GUS (Thermo, MA1-35024, 1:1000). The membranes were incubated with the secondary antibody conjugated with horseradish peroxidase (Santa Cruz, sc-2004 (anti-rabbit IgG), sc-2005 (anti-mouse IgG)) and were visualized using the enhanced chemiluminescence system (Roche Diagnostics). To detect endogenous binding of FoxO1 and CtBPs, the anti-FoxO1 antibody (Santa Cruz, C-9), anti-CtBP antibody (Santa Cruz, E-12), anti-CtBP2 (Santa Cruz E-16, Active Motif 61261 or BD 612044), control mouse IgG (generated in house), or control goat IgG (Santa Cruz) were cross-linked to Protein G dynabeads (Thermo) with 50 mM dimethyl pimelimidate (Sigma-Aldrich). Primary hepatocytes or liver samples were lysed with buffer A and the protein complex was immunoprecipitated in buffer A with reduced concentration of NP40 (0.5%) (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.5% Nonidet P-40, 1 mM EDTA, 10 mM NaF, 2 mM Na_3_VO_4_) for 4 h at 4 °C. The beads were washed with the buffer A with 0.5% NP40 four times, eluted with SDS loading buffer, and analyzed by western blot analysis. The FLAG-tag co-immunoprecipitation study was performed as follows. The plasmids encoding FLAG wild-type FoxO1-DsRed and CtBP1 are generous gifts from Domenico Accili (Columbia University, NY) and Pere Puigserver (Harvard Medical School, MA), respectively. CtBP2 cDNA was amplified by PCR and cloned into pcDNA3.1(+) (Thermo). The PSDL (Pro-Ser-Asp-Leu) motifs in FoxO1 and NR5A2(LRH1) were either mutated to PSAS (Pro-Ser-Ala-Ser) or deleted by gene tailor site-directed mutagenesis system (Thermo). The cytoplasmic FoxO1 mutant (△DB) was generated by deleting residues 205–217 of wild-type FoxO1 (ref. ^44^).

HEK293 (CRL-1573, ATCC) cells were transiently transfected with control plasmid, FLAG wild-type FoxO1, or mutated FLAG FoxO1 along with either CtBP1 or CtBP2 using lipofectamine LTX (Thermo). Cells were lysed with buffer A with 1% NP40 and immunoprecipitated with FLAG M2 magnetic beads (Sigma) in buffer A with 0.5% NP40 for 4 h at 4 °C. The beads were washed four times with buffer A with 0.5% NP40 and eluted with 0.5 mg/ml of 3⊍ FLAG peptide (Sigma). To evaluate the effects of oleoyl-CoA (Sigma) and NADH (Sigma), the cell lysates were immunoprecipitated with FLAG M2 magnetic beads with increasing concentrations of oleoyl-CoA or NADH for 8 h at 4 °C. Thereafter, the FoxO1/CtBP2 complex was eluted and analyzed in the same way.

Transcriptional complex formation was also examined using purified recombinant proteins. We generated HEK293 cell lines stably expressing either FLAG-FoxO1, wild-type CtBP2-HA or mutant CtBP2 (G189A/G192A)-HA lacking the Rossmann fold^39^ and recombinant proteins were affinity-tag purified. Those recombinant proteins were incubated with different concentrations of metabolites for 6–8 h at room temperature to examine the complex formation.

### Human liver specimens

Human liver specimens from patients who underwent autopsy were purchased from ProteoGenex (Culver City, CA), with written informed consent obtained from all patients. Approval for this study was granted by the Medical Ethics Committee, University of Tsukuba.

### Subcellular localization study

Hepa1-6 hepatoma cells were transfected with plasmids expressing FoxO1 tagged with DsRed (a gift from Domenico Accili) and/or CtBP2 tagged with GFP (OriGene) in the absence or presence of 100 nM insulin for 30 min. HEK293 cells were transfected with plasmids expressing either wild-type FoxO1-DsRed or △DB mutant FoxO1-DsRed along with CtBP2-GFP. Cells were fixed with 4% paraformaldehyde for 20 min and counterstained with DAPI.

### Chromatin immunoprecipitation

Liver tissues were minced and fixed in 1% formaldehyde for 15 min at room temperature. Crosslinking was quenched by adding glycine to a final concentration of 125 mM. Thereafter, ChIP assay was carried out using Magna ChIP HiSens Chromatin Immunoprecipitation system (EMD Millipore) with minor modifications: chromatin shearing was achieved by micrococcal nuclease (Cell Signaling). Chromatin was immunoprecipitated either with control IgG (Cell Signaling), anti-CtBP2 (Active Motif, 61261), anti-FoxO1 (Abcam, ab39670), anti-acetylated H3K4 (Abcam, ab176799), anti-acetylated H3K9 (Cell Signaling, 9649), anti-acetylated H3K27(Active Motif, AM39133), and anti-H3K4me2 (Active Motif, AM39679). Immunoprecipitated DNA and input DNA were quantified by real-time PCR with primers specific for *G6pc*^71^ or *Pck1* gene promoter along with negative control (primer sequence are as follows: *Pck1* forward: 5′-tcggtcaacaggggaaatcc-3′, *Pck1* reverse: 5′-gaccctgcctacctttcttcctt-3′, *G6pc* forward: 5′-tggcttcaaggaccaggaag-3′, *G6pc* reverse: 5′-gatgcaaacatgttcagggtga-3′, or *G6pc* forward: 5′-atcaggctgtttttgtgtgcc-3′, *G6pc* reverse 5′-ggtgcatcatcagtaggttgatg-3′, negative control forward: 5′-cctctgtgcagctagaatggagt-3′, negative control reverse: 5′-ctgaagaattcatgagatgaggagag-3′). For sequential ChIP (re-ChIP), primary hepatocytes were transduced with FLAG-CtBP2 and FoxO1 adenoviruses. The chromatin was first enriched by FLAG magnetic beads (Sigma) and eluted with 3xFLAG peptide (Sigma). Afterwards, the second ChIP experiment was performed with either control goat IgG (Santa Cruz) or anti-FoxO1 antibody (Abcam, ab39670). The immunoprecipitated DNA was quantified using quantitative real-time PCR with the primers specific to *G6pc* gene promoter.

### ChIP-seq analysis and downstream data mining

Liver samples were collected from mice fed normal chow diet following 6-h food withdrawal (*n* = 4). After cross-linking, 30 μg of chromatin DNA was immunoprecipitated with anti-CtBP2 antibody (Active Motif). A DNA fragment library for sequencing was constructed and the 75-nt sequence reads generated by Illumina sequencing (NextSeq 500) were mapped to the mouse genome using the BWA algorithm using the service of Active Motif. Total number of final reads was 38,476,546, and peaks were called using MACS algorithms. Genomic distribution of CtBP2-binding sites were analyzed using the *cis*-regulatory element annotation system (CEAS)^72^. Consensus motifs of CtBP2-binding sites were extracted using MEME (Multiple EM for Motif Elicitation)-ChIP program. To find candidate transcription factors bound to CtBP2, we further compared these motifs against databases of known motifs using TOMTOM (a motif comparison tool from MEME). Enrichment of gene ontology processes associated with the peaks was analyzed by GREAT (Genomic Regions Enrichment of Annotations Tool)^73^. Source: GEO Accession No. GSE127660.

### RNA-seq analysis and downstream data mining

For RNA sequencing analysis, sequencing libraries were constructed from 500 ng total RNA using TruSeq RNA Sample Prep Kit v2 (Illumina) following the manufacturer’s instruction. Libraries were validated with a Bioanalyzer (Agilent Technologies) to determine size distribution and concentration. Sequencing was performed by Tsukuba i-Laboratory LLP (Tsukuba, Japan) using NextSeq500 (Illumina) with paired-end 36-base read option. Sequencing reads were mapped to mm10 mouse reference genome and quantified using CLC Genomics Workbench version 9.5.1 (Qiagen). Fragments Per Kilobase of transcript per Million mapped reads (FPKM) values were estimated for each gene and filtered. A heatmap with hierarchical clustering was produced using the gplots and heatmap.2 packages in R. Gene ontology analysis and KEGG pathway analysis were performed using DAVID (The Database for Annotation, visualization and Integrated Discovery) software. Three-dimensional principal component analysis was conducted using the prcomp in R and visualized using rgl package. Source: GEO Accession No. GSE128145.

### Structural modeling of the CtBP2/palmitoyl-CoA complex

The complex structure of human CtBP2 with palmitoyl-CoA was constructed using MOE program^74^. The crystal structure of the human CtBP2/NAD^+^/MTOB complex (PDB code: 4LCJ) in a dimer configuration was used as an initial model and protonated using Protonate 3D utilizing the AMBER10:EHT force-field with solvation energy accounted via the Born model. After removing NAD^+^ and MTOB from the human CtBP2/NAD^+^/MTOB complex, palmitoyl-CoA and acetyl-CoA were docked to the NAD^+^-binding site of human CtBP2 and the resultant complex structure was subjected to the energy minimization.

To evaluate molecular interaction between CtBP2 and acyl-CoA we performed the first- principles (quantum mechanical) calculations for the CtBP2/Palmitoyl-CoA complex based on the correlated fragment molecular orbital (FMO) method^75^ at the resolution of the identity approximation of the second-order Møller-Plesset perturbation (RI-MP2) level^76^ with the correlation-consistent polarized valence double zeta (cc-pVDZ) basis set^77^ by using the PAICS program package (http://www.paics.net). The correlated FMO calculations could reliably evaluate not only electrostatic (ionic) but also weak CH-π (dispersion) interaction energies between the protein and the ligand/substrate^78^. In this study, molecular interaction energy between amino acid residue in CtBP2 and CoA molecule was analyzed by calculating inter-fragment interaction energies (IFIEs) under the FMO scheme. Electrostatic, dispersion, and the total energy of molecular interaction indicate the Hartree–Fock energy, ΔMP2, and the sum of these two interaction energies, respectively.

Dominant values of the IFIEs between amino acid residues in CtBP2 and Palmitoyl-CoA molecule were colored gradually by the 3D-VIEP plugin program^79^. The residues which formed stable and repulsive interactions were colored by red and blue, respectively. The magnitude of the IFIEs is correlated with color density. All of figures to represent CtBP2 structures were prepared by PyMOL^80^.

### Molecular dynamics of the CtBP2/palmitoyl-CoA monomeric form and dimeric form

CtBP2/palmitoyl-CoA dimeric form was constructed by Structure Alignment in Maestro (Schrödinger, LLC). The CtBP2/palmitoyl-CoA monomeric model was aligned on the A and B chains of the CtBP2 X-ray structure (PDB code: 4LCJ). Energy minimization calculation was performed on the two aligned structures similar to the residue scanning method and minimized structures were used as the CtBP2/palmitoyl-CoA dimeric form. MD simulations was conducted using Desmond (Schrödinger, LLC). Monomeric form and dimeric form were placed in an orthorhombic box with a buffer distance of 10 Å to create a hydration model, and the SPC water model^81^ was used for the hydration model. NaCl (0.15 M) served as the counter ion to neutralize the system. The cutoff radii for van der Waals and the time step, initial temperature, and pressure of the system were set to 9 Å, 2.0 fs, 300 K, and 1.01325 bar, respectively. The sampling interval during the simulation was set to 100 ps. Finally, we performed MD simulations using the NPT ensemble for 1 μs. All trajectories from MD simulation were aligned to the initial structure with protein Cα and ligand RMSF values were calculated based on ligand heavy atoms using Simulation Interactions Diagram in Maestro.

### Split luciferase complementation assay

The CtBP2/FoxO1 interaction was detected basically using NanoLuciferase Binary Technology (BiT) system (Promega). NanoLuciferase employed in this assay is an engineered luciferase with advantageous properties such as smaller size (19 kDa) and higher luminescence. In the system, NanoLuciferase is devided into an 18 kDa large BiT and an 11 amino acid small BiT. These subunits were fused to either C-termni or N-termini of CtBP2 or FoxO1. Both CtBP2 and FoxO1 fused to either subunit were cloned into a single expression vector using the BiBiT Technology (Promega). All eight possible combinations (the subunit position (N-terminal or C-terminal) and the combination of CtBP2/FoxO1 and those subunits) were examined in transiently transfected HEK293 cells upon exposure to lactate. All of these combinations showed increased luciferase activities in response to lactate, and the cells with small BiT fused to C-terminal of CtBP2 and large Bit fused to C-terminal of FoxO1 showed highest luciferase activity. Therefore, clones stably expressing this combination were selected and used in this study.

### Microscale thermophoresis

Human CtBP2 cDNA with strep-tag and HA-tag tandemly fused to the C-terminus was cloned into pFastBac HT vector (Thermo). The recombinant CtBP2 protein was produced using the baculovirus expression system (Thermo). To improve the purity of the recombinant protein, sequential purification using the nickel-NTA column and the Strep-Tactin column (IBA) was performed and the buffer was subsequently dialyzed into PBS. NADH and oleoyl-CoA MST ligand binding experiments were performed by 2bind GmbH (Regensburg, Germany). Fluorescently labeled CtBP2 protein was used at a constant concentration of 500 nM in assay buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM DTT, 0.05% Pluronic F-127, 0.085× PBS), the ligands were titrated from 5.4 to 165 nM (NADH) and 1 to 30.5 nM (oleoyl-CoA), respectively, in a serial dilution format. Measurements (two replicates with two runs each) were carried out at 60% MST power and 17% LED power in premium capillaries on a Monolith NT.115 device at 25 °C. Data were analyzed using MO.Affinity Analysis software. Data from corresponding experimental repeats were combined and fitted to a *K*_D_ model derived from the law of mass action. CtBP2 protein was labeled using the Monolith Red-Tris-NTA dye (NanoTemper Technologies, Munich, Germany) with a twofold protein:dye excess (2 μM protein, 1 μM dye) in 20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM DTT, 0.05% Pluronic F-127, 0.17× PBS.

### Differential scanning fluorimetry

DSF was carried out on a CFX qPCR system connected to CFX manager software (Bio-Rad). Either vehicle, NADH (20 μM final concentration), or oleoyl-CoA (20 μM final concentration) was added to the mixture of recombinant CtBP2 (0.2 mg/ml final concentration) and SYPRO Orange (Thermo) in a PBS-based buffer containing 137 mM NaCl, 2.7 mM KCl, 8.1 mM Na_2_PO_4_, and 1.5 mM KH_2_PO_4_ (pH 7.4). The PCR plate was heated from 20 to 90 °C with a step size of 1 °C min^−1^, and fluorescence intensity was measured every 0.2 °C. The raw data were processed with CFX manager software, and the melting temperatures were determined by derivative analysis.

### Residue scanning

To analyze differences in protein stability and dimer affinity by amino acid residue mutations, the X-ray structures of CtBP2 dimer (PDB ID:2OME) was downloaded from the Protein Data Bank (PDB). Assignment of bond orders and hydrogenation were performed using Maestro (Schrödinger, LLC). The suitable ionization states of NADH were generated by Epik^82^ at pH 7.0 ± 2.0. Hydrogen bond optimization was performed using PROPKA^83^, and energy minimization calculations was conducted with Maestro using the OPLS3 force field^84^. Residue scanning wizard of BioLuminate (Schrödinger, LLC) was used to study the structural effects of mutations on the dimerization interface in optimized CtBP2 dimer structure.

### Statistical analysis and reproducibility

Statistical analyses were carried out with a two-tailed unpaired Student’s *t*-test. We repeated experiments to confirm reproducibility of our data at least two or three times for each. In addition, we attempted to verify our hypothesis and idea from different approaches of experiments (e.g. using recombinant proteins as well as cell lysates to observe the responses of CtBP2 to metabolites). Those preliminary data can be discussed upon reasonable requests.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

## Data Availability

RNA-seq and ChIP-seq datasets are available in the NCBI GEO database (GSE128145 (GSM3665562-3665582) and GSE127660 (GSM3636314-3636315), respectively. The reference genome for these analyses were GRCm38/mm10 and NCBI37/mm9, respectively. Unique materials (plasmids, viruses, and CtBP2 flox mice) are available upon reasonable requests from the corresponding author. All other data generated or analyzed during this study are included in this published article (and its supplementary information files). Source data are provided with this paper.

## Source data

Source data file

# Supplementary material for: The transcriptional corepressor CtBP2 serves as a metabolite sensor orchestrating hepatic glucose and lipid homeostasis
**Source:** Nat Commun. 2021 Nov 2;12:6315. doi: 10.1038/s41467-021-26638-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Title: Supplementary Data 1. Gene expression profile obtained from the RNA-seq analysis depicting the Rossmann fold-dependent transcriptional regulation by CtBP2.**

Description: Genes regulated by CtBP2 overexpression in the liver of obese mice in a Rossmann fold-dependent manner (Fig. 7b). 

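Supplementary Data 1 lists 152 genes with their average expression in GUS, WT and mut livers, 93 of them with a WT average below GUS and 59 above. Those lower in WT include G6pc, Scd1, Fasn, Fads1, Fads2 and Elovl3, and those higher include the glutathione transferases Gstt2 and Gstt3, the polyamine enzyme Odc1 and H19. Its averages for G6pc, Scd1, Fasn and Srebf1 are the means of the normalized RPKM in the authors' deposited table. In the re-analysis, 142 of the 152 passed the filter on exon reads, and the other 10 have no annotated transcript, so that the authors' RPKM for them rests on all reads of the gene. All 142 had the same sign of WT against GUS as in the supplement. The study's rule was met by 132 of them in edgeR, 123 had an adjusted p under 0.05 in WT against GUS, 78 in mut against WT and 74 in both. Between GUS and mut 23 passed the test, among them Elovl3 (-0.80, standard error 0.22, adjusted p = 0.0156) and H19 (3.94, standard error 0.47, adjusted p = 2.90e-05). The table was chosen on these mice, so the shared direction is not independent evidence. In the authors' deposited table of comparisons, 162 genes met p under 0.05 and a fold over 1.25 in both comparisons, and 150 of these are in Supplementary Data 1.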

Gene expression was analyzed by RNA-seq.

**Title: Supplementary Data 2. Residue scan to identify mutations to activate CtBP2.**

Description: Seventy-nine amino acid residues in the CtBP2 protein facing the dimerization interface were screened and the predicted changes of protein stability and dimerization affinity for all of the possible mutations were calculated (1660 mutations in total, Fig. 8a).

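Supplementary Data 2 gives 1 line for each substitution of a residue at the surface where CtBP2 monomers meet. Each line names the residue, its original amino acid and the amino acid put in its place. The column of affinity holds the predicted change in how strongly the monomers bind each other, and the column of stability holds the predicted change in the stability of the solvated protein. Both are computed from the structure, with no measurement on a protein or in a cell, and the RNA-seq of livers given GUS, WT or mut includes no mouse with any of these substitutions.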

**Title: Supplementary Movie 1. MD simulation of the monomeric form of CtBP2 with palmitoyl-CoA.**

Description: The stick model and the green cartoon model show palmitoyl-CoA and the monomeric CtBP2, respectively. Palmitoyl-CoA was allowed to interact with monomeric form of CtBP2. The CoA moiety was fixed in the Rossmann fold while the acyl-chain moiety exhibited unrestricted movement.

**Title: Supplementary Movie 2. MD simulation of the dimeric form of CtBP2 with palmitoyl-CoA.**

Description: The stick model show palmitoyl-CoA, and the green and red cartoon models show the A and B chains of dimeric CtBP2, respectively. Palmitoyl-CoA was allowed to interact with dimeric form of CtBP2. The CoA moiety and the acyl-chain moiety were stabilized through interactions with the Rossmann fold in the CtBP2 A chain and the dimerization interface, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

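Liver RNA of 21 diet-induced obese mice, 7 each given GUS, WT or mut by adenovirus, was sequenced, with 1 library per mouse and no pooling. The mice are those of Fig. 7, where the legend gives 7 biologically independent animals per group. Groups were taken from the submitters' sample labels and the paper. The libraries are numbered 1 to 7 in GUS, 8 to 14 in WT and 15 to 21 in mut.

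The authors mapped paired reads of 36 bases to mm10 and summarised them per gene in CLC Genomics Workbench 9.5.1. The submitters' processing notes name edgeR and mm10, and the annotation is not given in the sources used here. The authors' deposited counts are whole numbers of reads per gene, given for exons, for introns, for both together and for reads with 1 match, with no normalization. The deposited RPKM values are reads scaled to the length of a gene's exons and to the mapped reads of the library, where the methods text speaks of FPKM. For 10808 of the 38924 genes, those without an annotated transcript, the authors' RPKM uses all reads of the gene. The deposited normalized signal per library is the RPKM after quantile normalization, since the sorted values of all 21 libraries were equal (largest difference 0). The authors' deposited p-values, unadjusted and adjusted, stand beside each pair of groups, and a score column in the same deposited table holds the authors' fold change as a signed value. A further 288 columns of values per library were not used. Exon and intron reads summed to the gene's reads in all 817404 values checked.

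From these values, the main test used the exon reads of all 21 libraries in edgeR 4.0.16 (R 4.3.3), with filterByExpr (minimum count 10, minimum total count 15), TMM normalization, a quasi-likelihood fit with the group as the only term and Benjamini-Hochberg adjustment in each comparison. It left 13989 genes, which held at least 99.9% of exon reads in every library. A gene was called at an adjusted p under 0.05, and the study's rule for the Rossmann fold (p under 0.05 and a fold over 1.25 in both GUS vs WT and WT vs mut, with WT lowest or highest) was applied to unadjusted p-values as the paper writes it. Exact permutation tests on RPKM over all 3432 splits of 7 and 7 mice were two-sided and adjusted over 18 tests. Principal components used centred log2 CPM. Gene lists were tested by camera in limma 3.58.1 with a preset correlation of 0.01, with the correlation estimated per list, and by fry. Enrichment among the genes that met the study's rule used Fisher's exact test, one-sided, against all genes past the filter, adjusted over the lists. DAVID and its annotation were not used here.

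Total exon reads per library ranged from 20637409 to 32085996 (median 24787307). On counts simulated from these libraries with 200 changed genes, the test recovered changes of 1.25-fold, 1.5-fold and 2-fold at 25.8%, 75.8% and 84.8% for GUS vs WT (13910 genes, 7.52% of calls false), 26.9%, 77.6% and 86.4% for WT vs mut (13916 genes, 5.93% of calls false), and 29.9%, 70.1% and 87.7% for GUS vs mut (13926 genes, 6.06% of calls false). With 7 mice per group, changes of 1.25-fold were mostly missed after adjustment.

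The genes named in the text follow a rule set before the data were examined, which gave 252 genes. It took 12 genes the paper names, the 10 largest rises and falls in each comparison among called genes with a mean of at least 1 CPM and no overlap between the groups, up to 6 genes with the smallest p of each list, called genes that go against their list's majority, and the 10 most significant genes of the Rossmann fold-dependent set outside the lists. Values in Supplementary Data 1 had been seen by then. Acaca, Acot2, Acot7, Cfd, Clec4f, Dgat1, Elovl7, Gstm5, Gsto1, Mcm6 and Vsig4 fall outside the rule and were chosen after their values were seen, as were the genes of the intron reads and the RNAs without a poly(A) tail that no list holds.

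37 gene lists were written before the data were examined but after Supplementary Data 1 had been read. They cover metabolism and signaling (gluconeogenesis, FoxO1 targets, lipogenesis, fatty acid biosynthesis steps, triglyceride synthesis and lipid droplets, cholesterol synthesis, fatty acid oxidation, glutathione transferases, NRF2 targets, CAR and PXR targets, bile acid synthesis and transport, acute phase proteins, inflammatory mediators, interferon response, unfolded protein response, cell cycle, p53 targets, circadian clock, male-biased and female-biased liver genes, methionine and polyamine metabolism, major urinary proteins, CtBP complex), RNA quality (mitochondrial mRNAs, RNAs without a poly(A) tail, ribosomal proteins) and cell types (hepatocytes, macrophages, T and NK cells, B cells, neutrophils, red blood cells, stellate cells and fibroblasts, endothelial cells, cholangiocytes, pancreas, adipocytes and muscle). 34 had enough genes past the filter to be tested. Major urinary proteins, globins, glutathione transferases and some Cyp2c and Cyp3a genes have near-identical copies, so reads may be split between them and their single values are uncertain.

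Alternatives set before the data were examined were DESeq2 1.42.0, upper-quartile factors, library sizes alone, no filter and a filter at a mean of 100 counts, limma-voom, edgeR's exact test, limma on log2(RPKM + 1) with and without a filter at a mean of 1 RPKM and on log2(RPKM + 0.1) with it, Student's test on the authors' normalized RPKM, only the groups compared, reads with 1 match, a robust fit, other thresholds, camera with an estimated correlation, fry, splits of shared groups, other sets of genes for the principal components and leaving out each library. Chosen after seeing the data were the reads behind the RPKM values, all reads of each gene, thinning to equal depth, the authors' deposited p-values and the Ctbp2 level as a covariate. A replicate block was not run.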

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

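Among the tests here, those of the lipogenic genes other than Scd1, of depth and cell share for the leukocyte, endothelial and red blood cell genes, of histone genes, of mitochondrial mRNAs and of splits of the mice were chosen only after the result was seen.

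On the first principal component GUS replicate 2 lay at -47.4, apart from the other GUS mice, and on the second mut replicate 20 lay at 7.16, apart from the other mut mice. With 30 groups of values tested for a single distant mouse, chance gives 1.50 such cases. Without GUS replicate 2, the calls numbered 2714 for genes GUS vs WT, 731 for genes WT vs mut, 1980 for genes GUS vs mut and 589 for Rossmann fold-dependent genes, and without mut replicate 20 they numbered 3467, 1025, 2457 and 666.

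The noncoding RNAs H19, Meg3 and Rian, which the text of the paper does not discuss, rose in WT by log2 fold changes of 5.53, 3.98 and 4.19 (adjusted p = 2.56e-07, 2.74e-06 and 2.82e-06 in edgeR). On intron reads, which the paper does not report on, 1466 genes were called in GUS vs WT (702 higher and 764 lower of 12648 tested).

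The Ctbp2 level differed between mice of a group, and with it 985 of 13692 genes changed within WT and mut (434 with it, Ctbp2 itself among them, and 551 against it), where 1 of 100 pairings of levels with mice gave as many, the real one included (highest other 7). For Scd1 the tables argue against library size and against a few genes taking most of the counts, since its slope of -1.65 (log2 Scd1 per log2 Ctbp2, standard error 0.14) was -1.67 with depth and -1.64 with the share of the 10 most abundant genes as a covariate, both past the threshold. For the other lipogenic genes, 14 of 16 calls held with depth and 3 of 16 with that share, while the median slope went from -0.38 (median standard error 0.0800) to -0.43 (0.133), so the calls ended on a wider error and not on a smaller slope. The share itself moves with Ctbp2 (r = -0.69, exact permutation p = 0.0770, rho = -0.64, exact p = 0.139, r = -0.70 without the 2 mice farthest from the median in WT; r = -0.94, exact permutation p = 0.00575, rho = -0.93, exact p = 0.00675, r = -0.99 without the 2 mice farthest from the median in mut; 7 mice each), calls over all genes fell to 12 with it, Ctbp2 itself included, and for these genes the 2 cannot be told apart. That more CtBP2 lowers lipogenic genes in a graded way may account for the pattern, but a dose of virus that differs between livers was not tested apart from it. Scd1 fell with the level in mut as in WT (r = -0.95 in each). Its slope in mut minus that in WT was -0.22 (standard error 0.29). A graded effect on Scd1 would thus have to hold for the mutant too.

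Genes of macrophages (10 of 14), red blood cells (6 of 6) and endothelial cells (4 of 12) were lower in mut than in GUS, and in WT 5, 3 and 11 of these lists were. The tables argue against depth, since 38 of 39 calls held after thinning to equal depth. For WT they also argue against an equal fall of all cells other than hepatocytes, since endothelial and cholangiocyte genes moved apart from GUS to WT (difference of their mean standardized levels -1.62, exact permutation p = 0.0105, 7 mice against 7). This was not tested for mut, and the cholangiocyte list holds only 8 genes, 2 of them called higher. A lower share of some of these cells is not excluded by it. Less blood left in the tissue may account for part of the pattern, since with the red blood cell genes as a covariate 1 of 11 endothelial genes was called. The median log2 fold change then went from -0.80 (median standard error 0.24) to -0.45 (0.29), so the calls ended on both a smaller fold and a wider error, and the covariate itself differs between the groups. A smaller number of these cells, or lower expression in them, with CtBP2 of either form stays open and was not tested.

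mt-Rnr1 and mt-Rnr2, ribosomal RNAs of mitochondria that lack the long tail the library kit selects, were higher in WT than in GUS by log2 fold changes of 0.78 and 0.57 (adjusted p = 0.00665 and 0.00172 in edgeR on the reads behind the RPKM) and lower in mut than in WT (-0.75 and -0.48, adjusted p = 0.0270 and 0.0219). The tables argue against 1 library alone (0 of 14 libraries ended either call when left out) and against more mitochondrial transcripts of every kind (median log2 fold change of mitochondrial mRNAs -0.18 in WT against GUS in edgeR, but 0.012 on normalized RPKM, the only setting above 0). Less complete selection of poly(A) RNA in the WT libraries may account for the rise against GUS, since histone cluster genes, whose mRNAs also lack the tail, had a median of 0.58 there (14 of 37 higher). Against mut this explanation stays undecided, since the RNAs counted as lacking a tail parted from WT to mut. The histone median was 0.14 (95% interval 0.0628 to 0.23), and Rpph1 had 0.27 (adjusted p = 0.844 in edgeR). Gm26924 (-1.43, adjusted p = 0.0323), mt-Ta (-0.56, adjusted p = 0.0482) and mt-Tp (-0.43, adjusted p = 0.0264) fell. Rn7sk (-1.39, adjusted p = 0.0896) and Metazoa_SRP_4 (-1.06, adjusted p = 0.230) did not pass. Between GUS and mut histones had 0.63 while mt-Rnr1 had 0.023, so histone genes do not follow mt-Rnr1 there. A change in mt-Rnr1 and mt-Rnr2 themselves with WT stays open and was not tested.

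Splits of the same mice into groups of the same sizes, the real one counted among them, were set beside each count. For genes called in GUS vs WT 1 of 100 splits gave as many (real 3367, highest other 523). For genes called in WT vs mut 1 of 100 splits gave as many (real 693, highest other 272). For genes called in GUS vs mut 1 of 100 splits gave as many (real 2556, highest other 56). No other split drawn reached these gene counts. With 100 splits no share under 1 of 100 can be found, so chance is unlikely for them but not excluded. For the Rossmann fold-dependent genes 2 of 100 splits gave as many (real 608, highest other 651). These splits mixed the mice of all groups, so real differences between groups stayed in them. They do not exclude chance for this count. For the gene lists called by camera, 2 of 100 splits gave as many (real 19, highest other 20) in GUS vs WT. Chance seldom gave as many there, but another split gave more. In WT vs mut 39 of 100 splits gave as many (real 13, highest other 19), and in GUS vs mut 21 of 100 splits did (real 17, highest other 24). Chance is thus not excluded for any of these list counts. The other splits called a median of 11, 12 and 13 lists.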

How the results depend on the processing

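The reads behind the RPKM values, all reads of each gene, thinning to equal depth, the authors' deposited p-values and the Ctbp2 level as a covariate were chosen only after the data were seen. No paired analysis was possible because the libraries are numbered 1 to 21 with no number shared, and the numbers in Supplementary Data 1 could be tied to libraries only through their values. Over the named genes, 4378 of 4745 results under the alternatives set before the data were examined kept their direction and side of the threshold, 364 fell short of it and 3 reversed or went to 0. Under those added later 1246 of 1465 held, 218 fell short and 1 reversed, and on leaving out each library 6988 of 7413 held. For the called lists the counts were 499 of 583, 154 of 160 and 990 of 1029. Causes were not tested, except where fewer genes, a stricter threshold or a wider error by construction gives one. Depth was highest in GUS, and simulated changes of 1.25-fold were mostly missed.

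With the authors' deposited p-values, adjusted again over the genes past the filter, 301 genes were called in GUS vs WT, 54 in WT vs mut and 133 in GUS vs mut. By the adjusted p-values as deposited, over the whole table, it was 235, 32 and 96. With the deposited p-values over the genes past the filter, 151 met the study's rule. A fold over 1.25 beside the adjusted p left 2075, 424 and 1499, and the unadjusted p with that fold gave 1154 in WT vs mut. In WT vs mut, DESeq2 called 1053. The Ctbp2 covariate, fitted on WT and mut libraries only, called 1157, where those 2 groups without it gave 606. Limma on log2(RPKM + 1) without a filter called 411 in WT vs mut and 1687 in GUS vs mut, and Student's test on normalized RPKM 239 and 1181. The study's rule gave 352 genes at a mean of at least 100 counts, 253 in limma on log2(RPKM + 1), 349 with a pseudocount of 0.1, 287 without a filter, 246 with adjusted p-values and 219 at a mean of at least 5 RPKM in 1 group.

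G6pc missed the threshold, an adjusted p under 0.05, in GUS vs WT with Student's test on normalized RPKM (-1.02), and in WT vs mut with that test (1.00) and limma without a filter (0.91). Scd1 in WT vs mut missed it with upper-quartile factors (1.76), library sizes (1.77), no low-count filter (1.76), limma-voom (1.58), limma on RPKM (1.57, 1.58 with a pseudocount of 0.1 and 1.57 without a filter), Student's test (1.77), only the groups compared (1.77), a robust fit (1.77) and the authors' deposited p-values (1.77). Fasn passed in GUS vs WT with only the groups compared (-0.42) and missed in WT vs mut with Student's test (0.78). Srebf1 missed in GUS vs WT with limma on RPKM (-0.40, -0.41 and -0.40 in the same order), Student's test (-0.42) and the authors' deposited p-values (-0.45), passed in WT vs mut with the Ctbp2 covariate (0.48), and in GUS vs mut, where it was not called, turned to 0.0046 with library sizes alone. Called values that reversed were Arntl, GUS vs WT with all reads of the gene (0.52) and, on normalized RPKM, mt-Co2, GUS vs WT (0.059), mt-Co2, GUS vs mut (0.024), and mt-Cytb, GUS vs WT went to 0 there. Camera with an estimated correlation called 0 lists in each comparison (1, 2 and 3 at an unadjusted p under 0.05), and fry 3 in WT vs mut. With the shared group split, the correlations of fold changes fell to 0.612 and 0.298.

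Of the calls in GUS vs WT 49.2% were higher, against 64.1% with library sizes alone and 62.6% in limma on RPKM. In WT vs mut it was 63.1%, against 49.4% with upper-quartile factors and 50.8% in limma on RPKM, and in GUS vs mut 53.4%, against 66.0% with library sizes alone.

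On leaving out 1 library, genes called ranged over 2687 to 3589 in GUS vs WT, 414 to 1025 in WT vs mut and 1764 to 2757 in GUS vs mut, and 533 to 681 met the study's rule. In WT vs mut the count was 450 without WT replicate 8, 414 without WT replicate 12, 442 without mut replicate 15 and 420 without mut replicate 19. The log2 fold changes in GUS vs WT ranged over -1.19 to -0.87 for G6pc, -2.42 to -1.87 for Scd1, -0.48 to -0.32 for Fasn and -0.50 to -0.37 for Srebf1, in WT vs mut over 0.79 to 1.10, 1.39 to 2.07, 0.69 to 0.89 and 0.34 to 0.48, and in GUS vs mut, where none was called, over -0.25 to 0.084, -0.73 to -0.10, 0.26 to 0.48 and -0.11 to 0.046. The call of G6pc, WT vs mut ended without any of WT replicates 8, 10, 12, 13 and 14 and mut replicates 18 and 19 (0.79 to 0.92), that of Scd1, WT vs mut without any of GUS replicates 1, 3, 5, 6 and 7, WT replicates 8, 11, 12, 13 and 14 and mut replicates 15, 18 and 19 (1.39 to 1.78) and that of Srebf1, GUS vs WT without any of GUS replicates 2 and 3 and WT replicates 8, 12 and 13 (-0.43 to -0.37). Lists called ranged over 19 to 21, 11 to 14 and 15 to 18.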

Differences from the paper's values

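The authors' deposited p-values and the Ctbp2 level as a covariate were chosen as alternatives only after the values were seen.

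The paper's Supplementary Data 1 holds 152 Rossmann fold-dependent genes, where the study's thresholds gave 608 in edgeR. Of the alternatives set before the data were examined, a mean of at least 5 RPKM in 1 group gave 219, within 1.5 times of the paper's count. The others did not, with 246 to 833 genes, and 533 to 681 on leaving out 1 library. The authors' deposited p-values, an alternative chosen after seeing the values, gave 151 genes among those past the filter. Of the paper's 152 genes, 12 are not among these, and 10 of those did not pass the filter on exon reads. In the authors' deposited table as a whole, 162 genes met the thresholds, 150 of them in Supplementary Data 1. Of the 142 genes of Supplementary Data 1 tested, 132 met the rule in edgeR and 10 did not.

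For Fig. 7a the paper states that WT lowered gluconeogenic and lipogenic genes and that the mutation abolished this. The p-values of that figure are from Student's t-tests of single genes, and the methods describe quantitative PCR for such genes. The figure shows Srebf1c, where the counts here are of the whole Srebf1 gene. The adjusted p-values here allow for all genes past the filter, so they cannot be set directly beside those of the figure. By RNA-seq G6pc, Scd1 and Srebf1 fell with WT and G6pc, Scd1 and Fasn rose from WT to mut, at an adjusted p under 0.05. The study's rule, which the paper gives for its RNA-seq list, uses an unadjusted p. At that unadjusted threshold Fasn in WT against GUS and Srebf1 from WT to mut also pass in edgeR, and both genes meet the study's rule. Fasn in WT against GUS had a log2 fold change of -0.43 (adjusted p = 0.0808 in edgeR), and passed with only the groups compared (-0.42, adjusted p = 0.0317; 0.0317 to 0.586 over all settings). Srebf1 from WT to mut had 0.41 (adjusted p = 0.118), and passed with the Ctbp2 level as a covariate (0.48, adjusted p = 0.00993, chosen after seeing the values; 0.00993 to 0.677 over all settings). Pck1 fell with WT and was also lower in mut than in GUS (-0.70, adjusted p = 0.0184), and 2556 genes over the whole transcriptome differed between GUS and mut.

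The paper states that most steps of fatty acid biosynthesis depend on the Rossmann fold. Of 37 genes listed for these steps, 12 met the study's rule, 14 were lower in WT than in GUS and 9 higher in mut than in WT. The count is of genes, and a step can have several.

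The paper reads its principal component analysis (Fig. 7f) as dependence on the Rossmann fold. Over all genes, mut lay nearer to WT (distance 29.3) than to GUS (39.9), and likewise over the 500 genes with the largest variance (16.8 and 23.8) and with each gene scaled to unit variance (85.7 and 105). Over the genes of Supplementary Data 1 alone, mut lay nearer to GUS (6.41) than to WT (8.09). The difference between these distances was not tested, and the methods do not name the genes the paper used.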

Other observations

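The relations with the Ctbp2 level and the genes named for intron reads and for RNAs without a poly(A) tail were chosen only after values were seen, and the gene lists before the data were examined.

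Genes of drug and steroid metabolism shifted in both directions with WT. Of 21 targets of the xenobiotic receptors CAR and PXR, 6 were lower, 3 higher and 12 did not pass the test against GUS (6 lower and 4 higher when adjusted over the list alone), with Cyp2c55 (1.55) and Cyp2a5 (1.31) higher and Cyp2c54 (-1.26) and Cyp2e1 (-0.58) lower. Of 8 genes expressed more in female liver, 1 was lower, 3 higher and 4 did not pass the test (1 lower and 4 higher when adjusted over the list alone), with Cyp3a44 at 1.37 and Cyp17a1 at -1.50. Among 13 male-biased genes 4 were lower, 1 higher and 8 did not pass the test (4 lower and 1 higher when adjusted over the list alone), with Elovl3, C6 and Mup20 lower. Of 19 major urinary proteins, which share most of their sequence, 11 were lower in WT and 9 in mut than in GUS (12 and 16 when adjusted over the list alone). Of 18 genes of bile acid synthesis and transport, 4 were lower, 1 higher and 13 did not pass the test (4 lower and 1 higher when adjusted over the list alone). Cyp27a1, the sterol 27-hydroxylase, fell (-0.34), Nr1h4, the bile acid receptor FXR, rose (0.42), and from WT to mut Cyp7a1, the first enzyme of the pathway, fell (-0.93). All of these calls are from edgeR at an adjusted p under 0.05. Supplementary Data 1 holds 4 of the male-biased genes, 3 major urinary proteins and 2 bile acid genes, so these are not independent of it.

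Of 12 p53 targets, 3 were higher in WT and 6 in mut than in GUS (4 and 8 when adjusted over the list alone), among them Mdm2, the ubiquitin ligase of p53 (0.57, standard error 0.071, adjusted p = 1.12e-05, in WT by edgeR). Of 16 clock genes, 1 was lower, 3 higher and 12 did not pass the test in WT (1 lower and 3 higher when adjusted over the list alone). Of 16 cell cycle genes 3 were lower in WT (3 when adjusted over the list alone), and Mcm6 was higher in mut than in GUS (0.32). Of 16 genes of the unfolded protein response, 1 was higher in WT, Pdia4 (0.36; 0 when adjusted over the list alone), and the call of Pdia4, GUS vs WT ended on leaving out any of GUS replicates 2, 4, 5 and 6 and WT replicates 11, 12 and 13 (0.31 to 0.37). Of 25 ribosomal protein genes 1 was lower in WT and 7 in mut than in GUS (1 and 9 when adjusted over the list alone), where upper-quartile factors gave 9 and library sizes alone 3 in mut. Of 13 mitochondrial mRNAs 5 were lower in WT (7 when adjusted over the list alone), while on normalized RPKM mt-Co2, GUS vs WT went to 0.059, mt-Cytb, GUS vs WT to 0 and the median of the list from -0.18 to 0.012. Between WT and mut edgeR called none of the mitochondrial mRNAs (0 higher and 0 lower at an unadjusted p under 0.05, 0 higher and 0 lower by DESeq2), ribosomal protein genes (0 higher and 3 lower at an unadjusted p under 0.05, 0 higher and 2 lower by DESeq2), major urinary proteins (4 higher and 1 lower at an unadjusted p under 0.05, 3 higher and 0 lower by DESeq2), cell cycle genes (6 higher and 0 lower at an unadjusted p under 0.05, 2 higher and 0 lower by DESeq2, 2 higher when adjusted over the list alone) or unfolded protein response genes (1 higher and 0 lower at an unadjusted p under 0.05, 1 higher and 0 lower by DESeq2).

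Part of the markers of leukocytes, red blood cells, stellate cells and endothelial cells were lower with either form of CtBP2. Over the 7 lists of such cells with 71 genes, 26 were lower in WT and 38 in mut than in GUS by edgeR. Of 12 endothelial genes 11 were lower in WT (12 when adjusted over the list alone), among them the scavenger receptor Stab2 (-1.08, standard error 0.27, adjusted p = 0.00657) and Cdh5, VE-cadherin (-0.87, standard error 0.25, adjusted p = 0.0160), and 4 in mut (11 when adjusted over the list alone), where the call of Stab2, GUS vs mut ended on leaving out any of GUS replicates 2, 3, 5 and 7, WT replicates 8, 12, 13 and 14 and mut replicates 16, 17, 19, 20 and 21 (-0.82 to -0.45). Of 6 red blood cell genes 3 were lower in WT and 6 in mut (5 and 6 when adjusted over the list alone), and of 13 genes of stellate cells and fibroblasts 3 in WT (2). Among neutrophil genes S100a9 was lower in mut than in GUS (-2.02, standard error 0.49, adjusted p = 0.00771). Of 8 cholangiocyte genes 2 were higher in WT, Sox9 (0.74) and Spp1 (0.72; 2 when adjusted over the list alone), and the call of Spp1, GUS vs WT ended on leaving out any of GUS replicates 1 and 3 and WT replicates 10, 12 and 13 (0.64 to 0.69). Of 14 hepatocyte genes 1 was lower, 3 higher and 10 did not pass the test in WT (4 lower and 3 higher when adjusted over the list alone), with Apoa1 lower and Trf, transferrin (0.34), and Asgr1 (0.26) higher. In mut 3 of the 14 were lower and 0 higher than in WT, and 3 lower and 0 higher than in GUS (5 lower each time when adjusted over the list alone). Alb, albumin, had 21379 RPKM in GUS, 24056 in WT and 20118 in mut, with a fall from WT to mut (two-sided exact permutation test, p = 0.00524, adjusted 0.0157 over 18 tests). Between WT and mut edgeR called none of the 71 genes of other cells (0 higher and 7 lower at an unadjusted p under 0.05, 0 higher and 2 lower by DESeq2). Adjusted over the list alone, 5 of 9 neutrophil genes were lower in mut than in WT. No pancreas gene passed the filter (highest level 0.738 RPKM), and of genes of adipocytes and muscle Cfd did, which was lower in WT (-1.28), with the others at or below 0.192 RPKM.

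RNAs without a poly(A) tail that have no annotated transcript could be tested only on all reads of the gene. Rn7sk rose from 2.06 ± 0.555 RPKM (SD, n = 7) in GUS to 9.63 ± 8.11 in WT (log2 fold change 2.18, adjusted p = 0.00303 in edgeR), with 3.68 ± 1.75 in mut, where the change from WT did not pass (-1.39, adjusted p = 0.0896). Rpph1 was higher than in GUS both in WT (1.93, adjusted p = 0.0329) and in mut (2.21, adjusted p = 0.0205), with 0.27 from WT to mut (adjusted p = 0.844). Supplementary Data 1 holds 3 genes of this list, which is not independent of it.

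The Ctbp2 level of a mouse was related to lipid genes within groups, and to genes of other kinds. Over 20 relations, each in 7 mice, Scd1 had r = -0.95 (exact permutation p = 0.00278, adjusted 0.0278) and rho = -0.93 (exact p = 0.00675, adjusted 0.0960) in WT, and r = -0.95 (exact permutation p = 0.00675, adjusted 0.0349) and rho = -0.79 (exact p = 0.0480, adjusted 0.0960) in mut. Without the 2 mice farthest from the median Ctbp2 level r was -0.91 and -0.90. For the mean of fatty acid biosynthesis genes, mut had r = -0.97 (exact permutation p = 0.000992, adjusted 0.0198) and rho = -0.89 (exact p = 0.0123, adjusted 0.0960) and WT r = -0.68 (exact permutation p = 0.0966, adjusted 0.138) and rho = -0.71 (exact p = 0.0881, adjusted 0.136), with r = -0.99 and r = -0.28 without the 2 farthest mice, so the relation in WT rests on those mice. Of the 20 relations, which covered G6pc, Scd1, Fasn, Srebf1 and the means of 6 lists in each group, 6 had an adjusted p under 0.05 by r and 0 by rho. The relations were looked for after the pattern had been noticed, so the adjustment over 20 understates the search. In the model over WT and mut mice together, the Kupffer cell markers Vsig4 and Clec4f, picked after their values were seen, fell with the level too, with slopes of -1.63 (log2 per log2 Ctbp2, standard error 0.18, adjusted p = 0.000259 in edgeR) and -1.40 (standard error 0.19, adjusted p = 0.00139). Both stayed called with the share of the 10 most abundant genes as a covariate (-2.10 and -1.82, adjusted p = 0.0120 and 0.0337). A difference of the slopes between mut and WT was called for 0 genes by edgeR (421 at an unadjusted p under 0.05; no other tool was run).

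Of genes called on exon reads and also tested on intron reads, 90.1% had the same sign in GUS vs WT, 93.8% in WT vs mut and 88.4% in GUS vs mut. On intron reads Scd1 fell in WT by 2.50 (adjusted p = 0.00183 in edgeR) and rose in mut by 2.00 (adjusted p = 0.0356), and G6pc fell by 1.12 (adjusted p = 0.0160) and had 0.83 from WT to mut (adjusted p = 0.137). Fasn and Srebf1 did not pass on intron reads in either comparison, with -0.33 and -0.40 in WT against GUS (adjusted p = 0.327 and 0.110) and 0.31 and 0.25 in mut against WT (adjusted p = 0.492 and 0.474).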
